# Global identification of *Arabidopsis* lncRNAs reveals the regulation of *MAF4* by a natural antisense RNA

**DOI:** 10.1038/s41467-018-07500-7

**Published:** 2018-11-29

**Authors:** Xinyue Zhao, Jingrui Li, Bi Lian, Hanqing Gu, Yan Li, Yijun Qi

## Abstract

Long non-coding RNAs (lncRNAs) have emerged as important regulators of gene expression and plant development. Here, we identified 6,510 lncRNAs in *Arabidopsis* under normal or stress conditions. We found that the expression of natural antisense transcripts (NATs) that are transcribed in the opposite direction of protein-coding genes often positively correlates with and is required for the expression of their cognate sense genes. We further characterized *MAS*, a NAT-lncRNA produced from the *MADS AFFECTING FLOWERING4* (*MAF4)* locus. *MAS* is induced by cold and indispensable for the activation of *MAF4* transcription and suppression of precocious flowering. *MAS* activates *MAF4* by interacting with WDR5a, one core component of the COMPASS-like complexes, and recruiting WDR5a to *MAF4* to enhance histone 3 lysine 4 trimethylation (H3K4me3). Our study greatly extends the repertoire of lncRNAs in *Arabidopsis* and reveals a role for NAT-lncRNAs in regulating gene expression in vernalization response and likely in other biological processes.

## Abstract (web summary)

Long non-coding RNAs regulate developmental transitions and stress responses in plants. Here Zhao et al. show that a non-coding antisense transcript *MAS* transcribed from the *Arabidopsis MAF4* locus activates H3K4me3 deposition and *MAF4* transcription to suppress precocious flowering.

## Introduction

Long non-coding RNAs (lncRNAs) have emerged as important players in the regulation of gene transcription, splicing, and translation^1,2^. Based on their relationship with protein-coding genes, lncRNAs can be classified as natural antisense transcripts (NATs), overlapping lncRNAs (OT-lncRNAs), long intergenic non-coding RNAs (lincRNAs), and intronic non-coding RNAs (incRNAs)^3,4^. NAT-lncRNAs are transcribed in the opposite direction of protein-coding genes, OT-lncRNAs partially or fully overlap protein-coding genes in the sense direction, whereas lincRNAs and incRNAs originate from intergenic and intronic regions, respectively.

NAT-lncRNAs are widespread in animals^5–8^ and plants^9–12^. They and their cognate sense transcripts often exhibit concordant or discordant expression patterns^7,13^. NAT-lncRNAs may positively or negatively regulate the expression of their sense transcripts using diverse transcriptional or post-transcriptional mechanisms. The transcriptional machineries of NAT-lncRNAs and their sense transcripts may compete for RNA Polymerase II (RNA Pol II) and regulatory transcription factors, or undergo collision, resulting in transcriptional interference^5,14,15^. Moreover, NAT-lncRNAs can serve as scaffolds to recruit DNA-modifying and histone-modifying enzymes, thereby facilitating DNA methylation, histone modifications, chromatin conformation changes, and eventually upregulation or downregulation of gene transcription^5,14–17^. Post-transcriptionally, NAT-lncRNAs may affect mRNA decay by nucleases, mask miRNA binding sites, modulate protein translation or produce endogenous siRNAs to execute RNA interference (RNAi)^1,5,14,18^.

In plants, thousands of lncRNAs have been identified and implicated in root development, seedling light response, flowering time control, reproduction, and stress response^11,12,19–28^. However, only a handful of plant lncRNAs have been experimentally characterized. *COOLAIR* is a set of alternatively spliced and polyadenylated transcripts transcribed from the *FLOWERING LOCUS C (FLC)* locus at an early stage of cold exposure^29,30^ and mediates the reduction of active histone mark H3 lysine 36 trimethylation (H3K36me3) and an increase of repressive histone mark H3K27me3^31^. *COLDAIR* is induced at a later stage of cold exposure and cooperates with an *FLC* promoter-derived lncRNA *COLDWRAP* to establish high H3K27me3 and silence *FLC*^32,33^. The lincRNA *APOLO* is transcribed in response to auxin and regulates root development through mediating the formation of a chromatin loop encompassing the promoter of its neighboring gene *PID* and downregulating the transcription of *PID*^19,34^. The lncRNA *HID1* induced by continuous red light also transcriptionally suppresses its target gene and promotes seedling photomorphogenesis^35^. The elf18-induced lncRNA *ELENA* enhances *PR1* expression through interacting with MED19a and affecting its enrichment on the *PR1* promoter^36^. Instead of being transcriptional regulators, *ASCO-lncRNA* was found to associate with the nuclear speckle RNA-binding protein (NSR) and modulate NSR-mediated alternative splicing events through mimicking and displacing pre-mRNA targets^37^. Similarly, the lncRNA *IPS1* inhibits the activity of phosphate starvation-induced miR399 by mimicking and sequestering miR399 target mRNA^38^. Two rice lncRNAs *PMS1T* and *LDMAR* were shown to regulate photoperiod-sensitive male sterility^39,40^. Whereas *PMS1T* functions through generating phased small interfering RNAs (phasiRNAs)^41^, the molecular basis of *LDMAR* function remains a mystery.

In this study, in order to explore the function of lncRNAs in gene regulation and the range of such regulation in plants, we employed high-depth strand-specific RNA sequencing (RNA-seq) to systematically identify lncRNAs in *Arabidopsis thaliana*. We annotated 6510 lncRNAs including 4050 NAT-lncRNAs and 2460 lincRNAs. We found that many NAT-lncRNAs and their cognate protein-coding sense transcripts are concordantly expressed in different tissues or under stress conditions and knocking down NAT-lncRNAs leads to decreased expression of sense transcripts. We further demonstrated that one NAT-lncRNA, *MAS*, positively regulates the transcription of its cognate sense gene *MAF4* through interacting with and recruiting WDR5a, a core component of the COMPASS-like complexes, to *MAF4*, thereby regulating flowering time. Our study provides a resource for studying lncRNAs in *Arabidopsis* and reveals a mechanism for gene regulation by NAT-lncRNAs.

## Results

### Global identification of lncRNAs in *Arabidopsis*

To globally identify lncRNAs in *Arabidopsis*, we reconstructed an *Arabidopsis* transcriptome using high-depth strand-specific RNA sequencing (ssRNA-seq). We generated cDNA libraries for rRNA-depleted total, polyadenylated [poly(A)+] and non-polyadenylated [poly(A)−] RNAs in whole cell extract, nuclear and cytosolic fractions that were prepared from *Arabidopsis* grown under normal or stress conditions (Supplementary Data 1, RNA-seq datasets numbered 1–34). 

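Of these datasets, 9 RNA-seq libraries had processed files among those analysed here, with 1 library per condition (no replicates). From 2-week-old seedlings there were 7 libraries: poly(A)+, rRNA-depleted total and poly(A)− RNAs from whole cell extract, and total and poly(A)− RNAs from each of the nuclear and cytosolic fractions. The other 2 libraries were poly(A)+ RNA and total RNA from inflorescence, which the paper lists as 5 weeks old and the sample labels as 28 days old. For each library the authors deposited the FPKM (fragments per kb of exonic sequence, scaled to the mapped reads of the library) of 25245 protein-coding genes and of 1353 lncRNAs, which carry serial numbers without positions. These numbers could not be matched to the lncRNA names used in Supplementary Data 2. The files give no read counts, so the sampling error of a single FPKM value is unknown. According to Supplementary Data 1, these libraries had between 20853358 and 24419723 mapped reads of 72 nt, with a median of 23431531.

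The number of protein-coding genes with FPKM of at least 1 ranged from 6753 in whole cell poly(A)− RNA to 17353 in inflorescence poly(A)+ RNA. The number of lncRNAs with FPKM of at least 1 was 497 in seedling poly(A)+ RNA, 180 in whole cell total RNA and 146 in whole cell poly(A)− RNA. In the fractions it was 564 in nuclear total RNA, 369 in nuclear poly(A)− RNA, 124 in cytosolic total RNA and 121 in cytosolic poly(A)− RNA. Inflorescence had 509 in poly(A)+ RNA and 810 in total RNA. For the latter library the sample labels name a nuclear extract and the paper names none, so its count cannot be read as a tissue difference. Counting every lncRNA with FPKM above 0 raised the number by the largest factor in whole cell poly(A)− RNA, from 146 to 499. A single gene, AT2G01021, held the largest share of the summed gene FPKM in the 7 total and poly(A)− libraries, from 8.65% in inflorescence total RNA to 77.8% in nuclear poly(A)− RNA. In the 2 poly(A)+ libraries, the largest share was 1.34% in seedlings (AT1G29930) and 1.04% in inflorescence (AT1G67090).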

A total of 1.2 billion genome-matched reads were obtained. These reads, together with the reads obtained from 3 published RNA-seq datasets^11^, were assembled to reconstruct the *Arabidopsis* transcriptome. This resulted in 106,421 unique transcripts from 64,987 genomic loci. Among these, 25,245 were previously annotated protein-coding transcripts (TAIR10), accounting for 93% of all annotated protein-coding transcripts. 

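The deposited gene files list 25245 genes, of which 6578, 3978, 5029, 3795 and 5865 lie on chromosomes 1 to 5. In the TAIR10.1 annotation, 24811 of these genes are protein-coding, 3 are transcribed pseudogenes, 2 are lncRNAs and 1 is a miRNA, and 428 identifiers are not in that annotation. The 24811 genes make up 90.4% of the 27444 protein-coding genes annotated on the 5 chromosomes. The paper's 93% is a share of TAIR10 transcripts, so these percentages have different bases. In the 9 RNA-seq libraries analysed here (no replicates), 23784 of the listed genes (94.2%) had FPKM above 0 in at least 1 library, and 19493 (77.2%) reached an FPKM of at least 1. The remaining 1461 genes had FPKM of 0 in every library. From the share of annotated protein-coding transcripts that were recovered, the paper infers that the coverage of its reconstructed transcriptome is reasonably high.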

This indicates that the reconstructed transcriptome had reasonably high coverage and quality. After the removal of 39,082 transcripts corresponding to protein-coding transcripts, other known ncRNAs (e.g., miRNAs, tRNAs, and rRNAs), 29,463 transcripts with short length (< 150 nt) or low abundance (FPKM_MAX_ < 1), 25,270 transcripts with protein-coding potential (CPC score > 0), and 6096 transcripts partially or fully overlapping with protein-coding genes in the sense direction, we annotated 6510 lncRNAs ((Supplementary Fig. 1a and Supplementary Data 2). These lncRNAs include 4050 NAT-lncRNAs and 2460 lincRNAs (Fig.1). NAT-lncRNAs were further classified into overlapping (2117), divergent (1296) and convergent (637) NAT-lncRNAs (Fig. 1).

**Fig. 1:**
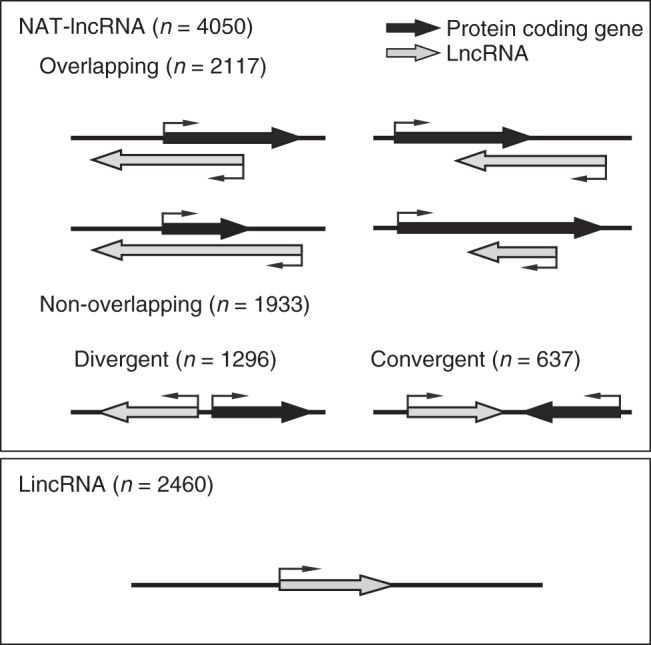
Annotation of lncRNAs in *Arabidopsis*. LncRNAs are classified into two categories based on their genomic locations: NAT-lncRNAs and lincRNAs. NAT-lncRNAs include overlapping NAT-lncRNAs and non-overlapping NAT-lncRNAs. Non-coding and coding transcripts are depicted as gray and black bars, respectively. Arrows indicate the directions of transcription

### Characteristics of *Arabidopsis* lncRNAs

We analyzed features of the identified lncRNAs including average size, exon number, isoform number, and expression level. Same analyses were also performed for protein-coding transcripts in parallel for comparison. We found that lncRNAs were much shorter than coding RNAs (mean length of 633 nt for lncRNAs versus 1408 nt for coding RNAs) (*P*-value < 0.0001, Mann–Whitney *U*-Test, one-tailed) (Supplementary Fig. 1b). The lncRNAs had fewer exons (mean = 3.7) than coding RNAs (mean = 5.9) (*P*-value < 0.0001, Mann–Whitney *U*-Test, one-tailed) (Supplementary Fig. 1c) and smaller number of isoforms (mean = 1.3) comparable to coding RNAs (mean = 1.4) (Supplementary Fig. 1d). The expression levels of lncRNAs and coding RNAs were estimated by fragments per kb of exonic sequence per million mapped reads (FPKM) using Cuffdiff^42^. The expression levels of lncRNAs were lower than those of coding RNAs (*P*-value < 0.0001, Mann–Whitney *U*-Test, one-tailed) (Supplementary Fig. 1e).

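In the 9 libraries with processed files (1 per condition, no replicates), the maximum FPKM over the libraries had a median of 2.41 for the 1353 lncRNAs and 7.59 for the 25245 protein-coding genes. The quartiles were 1.82 and 4.09 for lncRNAs and 1.30 and 24.0 for genes, and 86.3% of lncRNAs lay below the gene median. A one-tailed permutation test of the rank sum, with 100000 permutations of the class labels, gave p = 1e-05, the smallest that these permutations can give. The lncRNAs in the files all had a maximum FPKM of at least 1.50, whereas the gene list had no such minimum. Within a single library, whole cell total RNA from seedlings, the median FPKM was 0 for lncRNAs and 0.656 for genes (p = 1e-05, the smallest that the same permutation test can give). Transcripts of either class are not independent replicates, so these p values describe the classes within these libraries and not variation between plants. On the log10 scale with a pseudocount of 0.01, the difference in medians of the maximum FPKM was -0.497, and it moved most, to -1.06, when only the whole cell poly(A)+ library was used. In the other direction, the difference in means on the same scale was only -0.0727 (one-tailed permutation test of the means, p = 0.00778). The paper draws its conclusion from the same direction of difference over all of its samples, tested with a one-tailed rank test on the maximal FPKM.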

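Both whole cell RNA fractions came from seedlings, with 1 library each (no replicates). The paper prepared poly(A)+ RNA by repeated selection with oligo(dT) beads, and took the RNA left after such selection, with rRNA removed, as poly(A)− RNA. Supplementary Data 1 lists 21528134 mapped reads for the poly(A)+ library and 20853358 for the poly(A)− library. FPKM of at least 1 was reached by 497 of the 1353 lncRNAs in poly(A)+ RNA and by 146 in poly(A)− RNA, and by 98 in both. A further 425 lncRNAs had FPKM of 0 in both libraries. For protein-coding genes, the median FPKM was 4.76 in poly(A)+ RNA and 0.322 in poly(A)− RNA. The control genes GAPDH (AT1G13440) and ACTIN2 (AT3G18780) had FPKM of 751 and 467 in poly(A)+ RNA against 51.0 and 53.1 in poly(A)− RNA.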

We examined whether lncRNAs are polyadenylated, taking advantage of RNA-seq datasets for poly(A)+ [SW_poly(A) +] and poly(A)− [SW_poly(A)−] RNAs (Supplementary Data 1). 

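For each lncRNA with FPKM of at least 1 in either library, the ratio of poly(A)+ to poly(A)− FPKM was taken on the log2 scale with a pseudocount of 0.01, and a ratio of at least 2 in either direction was counted. With 1 library per fraction (no replicates) and no read counts in the files, the P-value part of the criterion could not be computed. Of 545 lncRNAs, 414 (76.0%) were higher in the poly(A)+ library and 107 (19.6%) were higher in the poly(A)− library. In 202 of the lncRNAs with FPKM of at least 1 in poly(A)+ RNA, the poly(A)− FPKM was 0, so that the pseudocount set their ratio, and the reverse held for 22 lncRNAs. The largest ratios towards poly(A)+ RNA were those of lncRNA_72, with 27.9 FPKM in poly(A)+ RNA and 5.12e-05 FPKM in poly(A)− RNA, and of lncRNA_860 and lncRNA_459, with 27.5 and 20.4 FPKM in poly(A)+ RNA. Towards poly(A)− RNA, lncRNA_298 had 120 FPKM in poly(A)− RNA and 0 in poly(A)+ RNA, lncRNA_857 had 26.8 FPKM against 0, and lncRNA_213 had 865 FPKM against 0.912. These serial numbers come without genome positions. The poly(A)+ majority did not hold in the paper's own FPKM values for lincRNAs. Of 118 lincRNAs in the readable rows of Supplementary Data 2 that passed the same minimum, 10 were higher in poly(A)+ RNA and 105 in poly(A)− RNA.

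The median log2 ratio was 3.87 for the 545 lncRNAs and 4.07 for 16846 protein-coding genes with FPKM of at least 1 in either library, a difference of -0.208 (two-tailed permutation test across transcripts with 100000 permutations, p = 8.1e-04). The interquartile range ran from 1.14 to 7.36 for lncRNAs and from 3.37 to 4.88 for genes. Of the genes, 16763 (99.5%) were higher in the poly(A)+ library and 61 were higher in the poly(A)− library. The count of lncRNAs higher in poly(A)+ RNA moved most, to 78, with a minimum of 5 FPKM, where 77 were higher in poly(A)− RNA. The count higher in poly(A)− RNA rose to 214 when the libraries were rescaled so that the median gene ratio was 1. That count moved most, to 358, with the minimum applied after this rescaling, a setting kept after its values had been seen, while the count higher in poly(A)+ RNA was 235 under both forms of rescaling. From the lncRNAs that pass its cutoffs in each direction, the paper distinguishes poly(A)+ and poly(A)− lncRNAs.

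**Figure D1:**
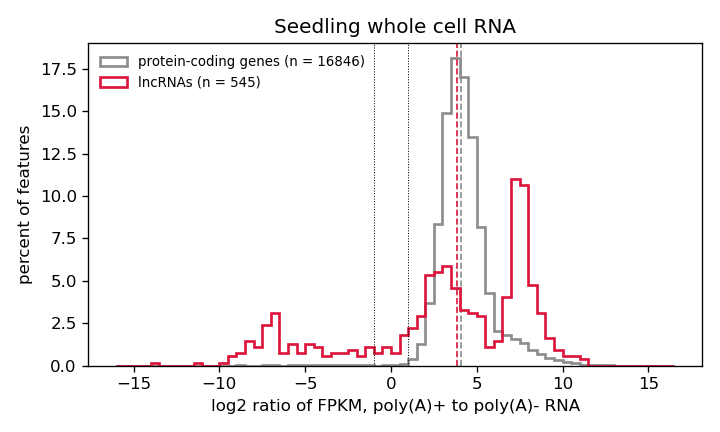
Histogram of the log2 ratio of poly(A)+ to poly(A)− FPKM (x axis) against the percent of transcripts in each class (y axis), for 545 lncRNAs (red) and 16846 protein-coding genes (gray) in seedling whole cell RNA, with dashed lines at the class medians of 3.87 and 4.07 and dotted lines at the cutoffs of 1 and -1. The gene ratios form a single peak, whereas lncRNAs also fall below the lower cutoff (107 of 545) and pile up at high ratios, where the poly(A)− FPKM is 0 and the pseudocount sets the ratio.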

By applying a strict criterion (*P*-value < 0.05 and fold-change ≥2), we found that 1352 lncRNAs were significantly enriched in the poly(A)+ fraction, whereas 198 lncRNAs were significantly enriched in the poly(A)− fraction (Supplementary Fig. 2a and Supplementary Data 3). The presence or absence of poly(A) in representative lncRNAs was validated by RT-PCR analyses (Supplementary Fig. 2b).

We estimated the partitioning of each lncRNA between the nucleus and the cytoplasm by analyzing the RNA-seq datasets for cytosolic (SC_Total) and nuclear fractions (SN_Total) (Supplementary Data 1). 

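Each fraction was represented by 1 seedling library of rRNA-depleted total RNA (no replicates), with 24377759 mapped reads for the nuclear library and 20900191 for the cytosolic library according to Supplementary Data 1. FPKM of at least 1 was reached by 564 of the 1353 lncRNAs in the nuclear library and by 124 in the cytosolic library, and by 111 in both. Among protein-coding genes, 13749 reached it in the nuclear library and 7228 in the cytosolic library, and the median gene FPKM was 1.34 and 0.265. The gene AT2G01021 held 41.2% of the summed gene FPKM in the nuclear library and 20.6% in the cytosolic library. ACTIN2 mRNA (AT3G18780) had 83.9 FPKM in the nuclear and 73.0 FPKM in the cytosolic library, and GAPDH mRNA (AT1G13440) had 117 and 56.0 FPKM.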

We found that 239 lncRNAs had significantly higher levels in the nuclear fraction than that in the cytosolic fraction, whereas only 43 lncRNAs were more abundant in the cytosolic fraction (*P*-value < 0.05 and fold-change ≥2) (Supplementary Fig. 2c and Supplementary Data 4). 

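In the processed files, 577 lncRNAs had FPKM of at least 1 in the nuclear or the cytosolic library, each a single library (no replicates). With a pseudocount of 0.01, 532 of them (92.2%) had a nuclear FPKM at least 2 times the cytosolic FPKM, and 12 (2.08%) had the opposite. No P-value was computed, because the files hold 1 library per fraction and no read counts. A cytosolic FPKM of 0 was found for 361 of the lncRNAs with nuclear FPKM of at least 1, and the sampling floor of the cytosolic library cannot be given without counts. The lncRNAs with the largest ratios towards the nucleus, lncRNA_1056, lncRNA_1267 and lncRNA_243, had 55.9, 25.1 and 22.9 FPKM in the nuclear library and 0 in the cytosolic library. Those with the largest ratios towards the cytosol were lower in abundance: lncRNA_65, lncRNA_589 and lncRNA_133 had 3.01, 1.79 and 1.49 FPKM in the cytosolic library and 0 in the nuclear library.

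Protein-coding genes were compared in the same pair of libraries. Of 13851 genes, 10194 (73.6%) were higher in the nuclear library and 256 (1.85%) were higher in the cytosolic library. The median log2 ratio was 7.28 for lncRNAs and 1.86 for genes, a difference of 5.41 (two-tailed permutation test across transcripts with 100000 permutations, p = 1e-05, the smallest these can give). The pseudocount has a large effect on the size of this difference, which was 0.444 with a pseudocount of 1. Requiring FPKM of at least 5 changed the nuclear count most, to 112, and left 1 lncRNA higher in the cytosolic library. The cytosolic count rose to 35 without a minimum and to 47 with rescaling by the median gene ratio followed by the minimum, a setting kept after its values had been seen. The paper also counts more lncRNAs on the nuclear side. It then reports RT-PCR on fractionated extracts and describes the randomly selected lncRNAs it tested as mainly nuclear.

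**Figure D2:**
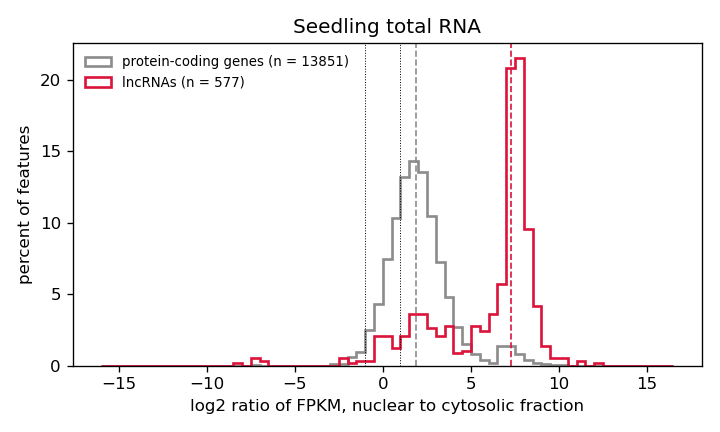
Histogram of the log2 ratio of nuclear to cytosolic FPKM (x axis) against the percent of transcripts in each class (y axis), for 577 lncRNAs (red) and 13851 protein-coding genes (gray) in seedling total RNA, with dashed lines at the class medians of 7.28 and 1.86 and dotted lines at the cutoffs of 1 and -1. Most lncRNAs lie in a peak to the right of the genes, and the 361 lncRNAs with a cytosolic FPKM of 0 make up much of that peak.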

RT-PCR analyses with fractionated nuclear and cytosolic extracts confirmed that all 10 randomly selected lncRNAs were predominantly localized in the nucleus (Supplementary Fig. 2d).

### LncRNAs are developmentally and physiologically regulated

To investigate whether the identified lncRNAs are developmentally and physiologically regulated, we estimated the expression levels of each lncRNA by calculating FPKM in different tissues (seedling, inflorescence, and siliques) or under different treatments (cold, ABA and drought) using the RNA-seq datasets, which include three biological replicates for each sample. The Pearson correlation coefficients close to 1 indicate high reproducibility of the RNA-seq experiments (Supplementary Fig. 3). We found that 627 lncRNAs had differential expression in different tissues (*P-*value < 0.05 and fold-change ≥2) (Fig. 2a and Supplementary Data 5). 510 and 509 lncRNAs showed inducible expression patterns at one time point upon ABA and drought treatment, respectively (Fig. 2a and Supplementary Data 6, 7). We also found that 196 lncRNAs including *COOLAIR* showed a significant increase or decrease in their expression levels after cold treatment (Fig. 2a and Supplementary Data 8). The expression patterns of several randomly selected lncRNAs were confirmed by quantitative RT-PCR (RT-qPCR) (Fig. 2b-d). These data show the dynamic changes of lncRNA expression in response to developmental and environmental cues and suggest their roles in development and stress responses.

**Fig. 2:**
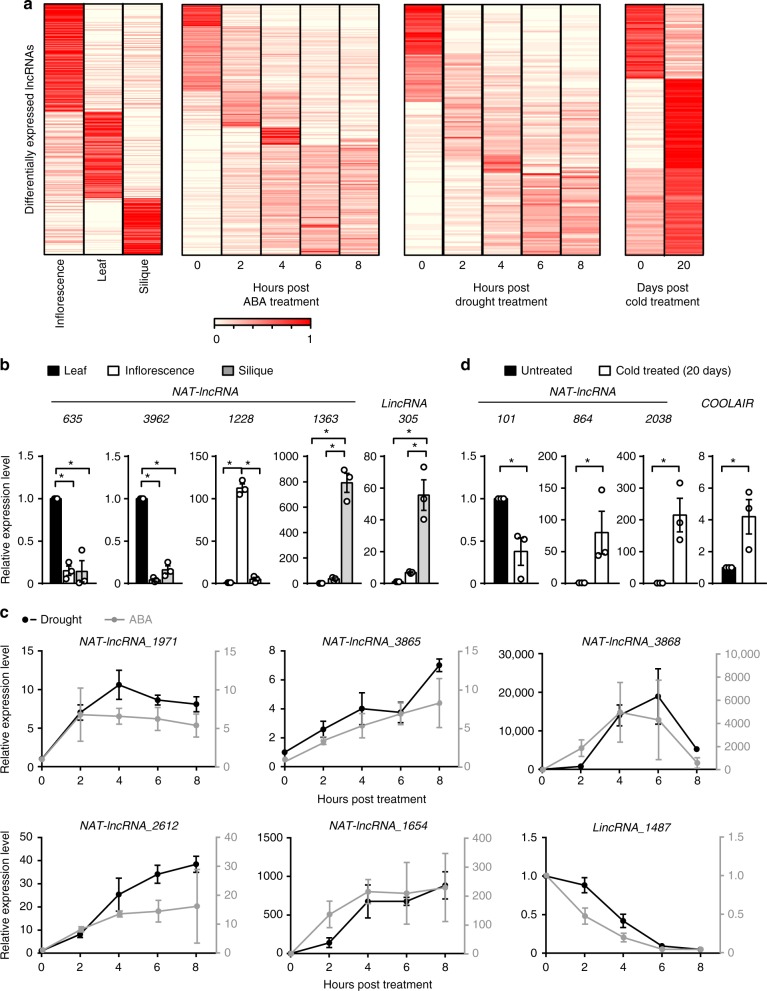
LncRNAs are developmentally and physiologically regulated. **a** Heat maps showing the abundances of differentially expressed lncRNAs in different plant tissues and in plants treated with ABA, drought or cold. Rows are ordered based on a k-means clustering of lncRNAs. Color intensity represents the fractional density across the row of FPKM counts. **b**–**d** Detection of representative lncRNAs in the indicated samples by RT-qPCR. Error bars represent s.e.m (*n* = 3), asterisks indicate a significant difference (*t-*test, *P*-value < 0.05). Source data are provided as a Source Data file

### NAT-lncRNAs regulate the expression of cognate sense genes

To explore the function of lncRNAs in gene regulation, we first examined whether lncRNAs and their adjacent genes are concordantly or discordantly expressed. We calculated the Pearson correlation coefficients (p.c.c.) between the different types of lncRNAs and their adjacent protein-coding genes. The p.c.c. values between adjacent protein-coding gene pairs were calculated in parallel for comparison. We found that the p.c.c. values of overlapping NAT-lncRNA/sense gene pairs were significantly higher than the values between adjacent protein-coding pairs (Fig. 3a), suggesting that overlapping NAT-lncRNAs have a stronger tendency to have positively correlated expression patterns with their sense overlapping genes. The concordant expression patterns of 216 overlapping NAT-lncRNAs and their cognate sense genes (p.c.c. score > 0.6) are shown in Fig. 3b.

**Fig. 3:**
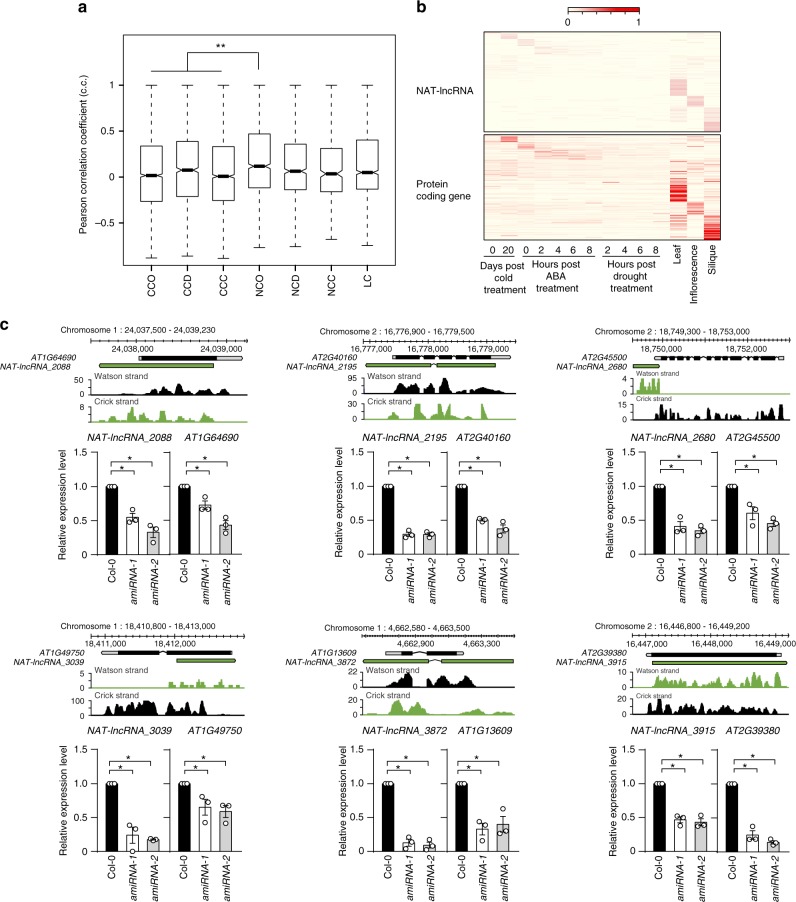
NAT-lncRNAs regulate the expression of cognate sense genes. **a** A boxplot showing the correlation of expression patterns between neighboring gene pairs. CCO, overlapped protein-coding gene pair; CCD, divergent protein-coding gene pair; CCC, convergent protein-coding gene pair; NCO, overlapping NAT-lncRNA and associated protein-coding gene pair; NCD, divergent NAT-lncRNA and closest neighboring gene pair; NCC, convergent NAT-lncRNA and closest neighboring gene pair; LC, lincRNA and closest neighboring gene pair. The central lines, bounds of box represent the median, 25% quartile and 75% quartile. The whiskers represent 1.5 × IQR of the lower or upper quartile. Asterisks indicate a significant difference between the indicated groups (Mann–Whitney *U-*test, *P-*value < 0.01). **b** Heat maps showing the expression patterns of 216 NCO pairs. Rows are ordered based on a k-means clustering of NAT-lncRNAs. Color intensity represents the fractional density across the row of FPKM counts. **c** Detection of NATs-lncRNAs and their cognate sense genes by RT-qPCR in Col-0 and indicated *amiRNA* knockdown lines. Error bars represent s.e.m (*n* = 3), asterisks indicate a significant difference (*t*-test, *P-*value < 0.05). Source data are provided as a Source Data file. Shown above the RT-qPCR results are genome browser views of RNA-seq signals at NAT-lncRNAs and cognate sense genes in Col-0, with normalized read counts per million along the y-axis. More examples are available in Supplementary Figs. 5, 6

The finding of concordant expression of NAT-lncRNAs and their cognate genes led us to examine whether NAT-lncRNAs play a role in regulating the expression of their cognate genes. We knocked down 21 NAT-lncRNAs using artificial microRNAs (amiRNAs) (Supplementary Fig. 4). Interestingly, the reduction of 15 and 3 NAT-lncRNAs resulted in significantly decreased and increased expression of their cognate sense genes, respectively. The reduction of other 3 NAT-lncRNAs did not significantly change the expression of their cognate sense genes (Fig. 3c, Supplementary Figs. 5, 6). Alteration of sense gene expression in *amiRNA* knockdown lines was not due to targeting of sense genes by amiRNA*s. Eight out of 21 amiRNA*s do not base pair with sense mRNAs at all. The rest of the amiRNA*s have mismatches to corresponding sense mRNAs at critical positions (Supplementary Fig. 4). Furthermore, most of the amiRNA*s do not have 5’ terminal uridine (Supplementary Fig. 4), making it less likely that they are loaded into the effector AGO1 to suppress gene expression^43^. To further rule out the possibility that production of secondary siRNAs targeting sense genes leads to alteration of sense gene expression, we performed small RNA (sRNA) sequencing on 12 randomly chosen *amiRNA* knockdown lines. The results revealed that no secondary siRNAs were detected in these lines (Supplementary Fig. 7). Together, our data suggest that NAT-lncRNAs are involved in the regulation of cognate sense gene expression.

### A natural antisense lncRNA regulates *MAF4* gene expression

The finding that NAT-lncRNAs regulates cognate sense gene expression prompted us to investigate the biological importance of such regulation. We focused on one NAT-lncRNA, *NAT-lncRNA_2962*. *NAT-lncRNA_2962* is transcribed from the antisense strand of the cold-responsive *MAF4* gene, a *FLC* family member that functions to prevent precocious vernalization response^44–46^. We renamed it *MAS* for *MAF4* antisense RNA (Fig. 4a). RACE analyses showed that the 5’ end of *MAS* is initiated at a site several nucleotides to the transcription termination site (TTS) of *MAF4* and the 3’ end of *MAS* extends into the 1st intron of *MAF4* and undergoes polyadenylation (Supplementary Fig. 8a).

**Fig. 4:**
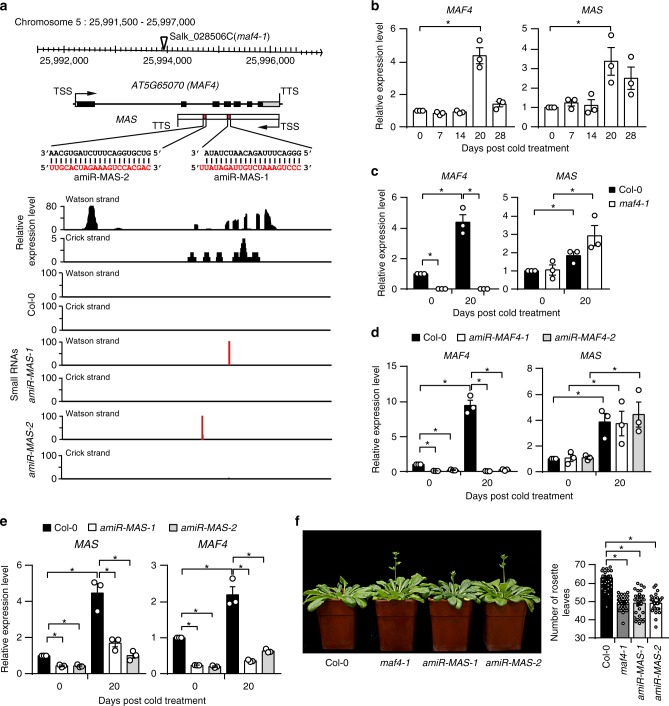
A natural antisense lncRNA regulates *MAF4* gene expression. **a** Genome browser view of *MAF4* and *MAS*. Signals from RNA- and sRNA-seq are shown, with normalized read counts per million along the y-axis. T-DNA insertion and amiRNA target sites are indicated. TSS, transcription start site; TTS, transcription termination site. **b** Detection of *MAF4* and *MAS* in Col-0 after 0–28 d of cold exposure by RT-qPCR. **c** Detection of *MAF4* and *MAS* in Col-0 and *maf4-1* before (0 d) and after 20 d of cold exposure. **d** Detection of *MAF4* and *MAS* in Col-0 and two *MAF4* amiRNA knockdown lines (*amiR-MAF4-1* and *amiR-MAF4-2*) before (0 d) and after 20 d of cold exposure. **e** Detection of *MAS* and *MAF4* in Col-0 and two *MAS* amiRNA knockdown lines (*amiR-MAS-1* and *amiR-MAS-2*) before (0 d) and after 20 d of cold exposure. In **b**–**e**, error bars represent s.e.m (*n* = 3), asterisks indicate a significant difference between the indicated groups (*t-*test, *P-*value < 0.05). **f** Flowering-time phenotypes of Col-0, *maf4-1*, and *amiR-MAS-1/2* lines grown in SD conditions after 20 d of cold exposure. Numbers of primary rosette leaves were counted when bolts were ~ 3–5 cm long. At least thirty plants of each genotype were used for statistical analysis. Asterisks indicate a significant difference (*t-*test, *P-*value < 0.05). Source data are provided as a Source Data file

*MAF4* is induced during early periods of cold exposure and its expression peaks at 20th day of cold exposure^44^. We validated the temporal expression pattern of *MAF4* by RT-qPCR. Intriguingly, the expression pattern of *MAS* during cold treatment closely mimicked that of *MAF4* (Fig. 4b). The concordant expression of *MAF4* and *MAS* suggests that either *MAF4* transcript promotes *MAS* expression or vice versa. We tested the first possibility by examining the expression of *MAS* in *maf4-1*^44^ that contains a T-DNA insertion in the largest intron of *MAF4* and has abolished *MAF4* expression before and after cold treatment (Fig. 4c) and two *amiRNA* lines (*amiR-MAF4-1* and *amiR-MAF4-2*) in which *MAF4* transcript was knocked down (Fig. 4d). The basal expression and induction of *MAS* were not disturbed in both *maf4-1* and *amiR-MAF4-1/2* (Fig. 4c, d), indicating that *MAF4* transcript does not affect *MAS* expression. We then tested whether *MAS* regulates *MAF4* expression. We generated two *amiRNA* lines (*amiR-MAS-1* and *amiR-MAS-2*) in which *MAS* transcript was knocked down (Fig. 4a, e). In both lines, the basal level of *MAF4* transcript was reduced and the induction of *MAF4* expression by cold was severely compromised as well (Fig. 4e). Similar to the reduction of sense gene expression in other *amiRNA* knockdown lines we generated (Supplementary Fig. 4), the reduction of *MAF4* expression was not due to amiRNA*s targeting *MAF4* mRNA (Supplementary Fig. 8b) or amiRNA-triggered production of secondary siRNAs (Fig. 4a). Thus, our data strongly support the notion that *MAS* plays a positive role in *MAF4* expression. *MAF5*^44–46^, another *FLC* family member that functions to prevent precocious vernalization response, is near the *MAF4* gene. *MAF5* expression remained unaltered in *amiR-MAS-1/2*, suggesting that *MAS* does not regulate the expression of *MAF5* (Supplementary Fig. 8c).

The role of *MAS* in *MAF4* expression prompted us to examine whether *MAS* also acts as a floral repressor. We examined the flowering phenotype of *amiR-MAS-1/2*, *maf4-1* and the wild-type (Col-0) plants grown in short-day conditions after 20 days of cold exposure. We found that, like the *maf4-1* mutant, a*miR-MAS1/2* flowered earlier than Col-0 (Fig. 4f). All together, these results suggest that *MAS* transcript is necessary for the expression of *MAF4* and repression of flowering.

### *MAS* promotes *MAF4* expression at the transcriptional level

We next investigated how *MAS* regulates *MAF4*. As *MAS* is complementary to the *MAF4* transcript, it was possible that they form a double-stranded RNA to produce sRNAs. However, few sRNAs were detected at the overlapping region of *MAS* and *MAF4* (Fig. 4a)^47^, excluding the possibility that *MAS* regulates *MAF4* via a mechanism involving sRNAs.

To examine whether *MAS* regulates *MAF4* expression through modulating the stability of *MAF4* transcripts, we measured the RNA decay rate of *MAF4* in Col-0 and *amiR-MAS-1/2* lines treated with the transcriptional inhibitor actinomycin D (ActD). ActD effectively blocked the transcription of both *MAF4* and *MAS* as well as that of *GAPDH*. However, the decline rates of *MAF4* transcripts in Col-0 and *amiR-MAS-1/2* were indistinguishable, suggesting that *MAS* does not regulate the stability of *MAF4* transcript (Fig. 5a).

**Fig. 5:**
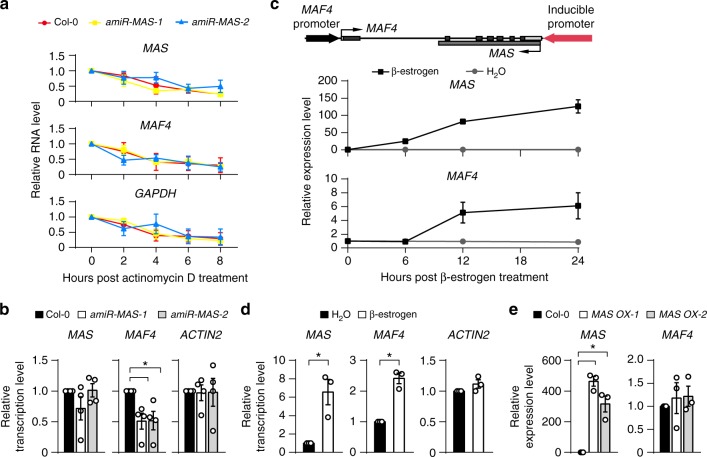
MAS regulates *MAF4* at the transcriptional level. **a** Remaining levels of *MAS*, *MAF4*, and *GAPDH* at different time points post actinomycin D (100 μg/mL) treatment in Col-0 and *amiR-MAS-1/2* lines. Plants were cold-treated for 20 d prior to actinomycin D treatment. **b** Transcription rates of *MAS*, *MAF4*, and *ACTIN2* measured by nuclear run-on assay and RT-qPCR in Col-0 and *amiR-MAS-1/2* lines after 20 d of cold exposure. **c** Upper panel, schematic representation of the construct used to generate the transgenic line expressing *MAS* under the control of a β-estrogen-inducible promoter. Lower panel, time-course of β-estradiol (20 μM)-inducible *MAS* and *MAF4* expression as determined by RT-qPCR. **d** Transcription rates of *MAS*, *MAF4,* and *ACTIN2* as measured by nuclear run-on assay in the transgenic line treated with β-estradiol for 24 h. **e** Detection of *MAS* and *MAF4* in Col-0 and two transgenic lines overexpressing *MAS* (*MAS OX-1* and *MAS OX-2*). In **b**–**e**, error bars represent s.e.m (*n* = 3-4), asterisks indicate a significant difference (*t*-test, *P*-value < 0.05). Source data are provided as a Source Data file

We next tested whether *MAS* transcriptionally promotes *MAF4* expression. We performed nuclear run-on (NRO) assay to assess the transcriptional rate of *MAF4* in Col-0 and *amiR-MAS-1/2*. Knockdown of *MAS* transcript caused a significant reduction of *MAF4* transcriptional rate, but not that of *ACTIN2* or *MAS* itself, indicating that *MAS* controls *MAF4* expression at the transcriptional level (Fig. 5b). To further demonstrate that *MAS* expression can transcriptionally activate *MAF4*, we generated a transgenic line in which the genomic sequence of *MAF4* (including the promoter and coding region of *MAF4*) was reversely fused to a β-estrogen-inducible promoter^48^ that drives the expression of *MAS* (Fig. 5c). As expected, β-estrogen treatment induced the transcription of *MAS*, and more importantly, the transcription of *MAF4* was also induced (Fig. 5c, d).

We asked whether *MAF4* could be regulated by ectopically expressed *MAS*. We then generated two transgenic lines (*MASOX-1* and *MASOX-2*) in which *MAS* transcript was overexpressed most likely at loci other than *MAF4* (Fig. 5e*)*. The expression level of *MAF4* did not change in either transgenic line (Fig. 5e), suggesting that *MAS* functions to regulate *MAF4* in *cis*, but not in *trans*. Taken together, our data indicate that cis-acting *MAS* activates *MAF4* expression at the transcriptional level.

### *MAS* mediates the recruitment of WDR5a to *MAF4*

In *Arabidopsis*, H3K4me3 has been implicated in transcriptional activation of genes^49^, including *MAF4*^44,46^. To explore whether *MAS* mediates *MAF4* gene activation through regulating H3K4me3 deposition, we detected H3K4me3 levels at the *MAF4* locus in Col-0 and *amiR-MAS-1/2* lines. We found that H3K4me3 was highly enriched at the transcription start site (TSS) of the *MAF4* locus in Col-0; however, such enrichment was significantly reduced in *amiR-MAS-1/2* (Fig. 6a), suggesting that *MAS* plays a role in enhancing H3K4me3 deposition at *MAF4*. We also detected the levels of active marks H3K27Ac and H3K36me3, and the repressive mark H3K27me3 at the *MAF4* locus in Col-0 and *amiR-MAS-1/2*. Interestingly, the levels of H3K27Ac and H3K36me3 remained unaltered while the levels of H3K27me3 were slightly increased in *amiR-MAS-1/2* (Supplementary Fig. 9).

**Fig. 6:**
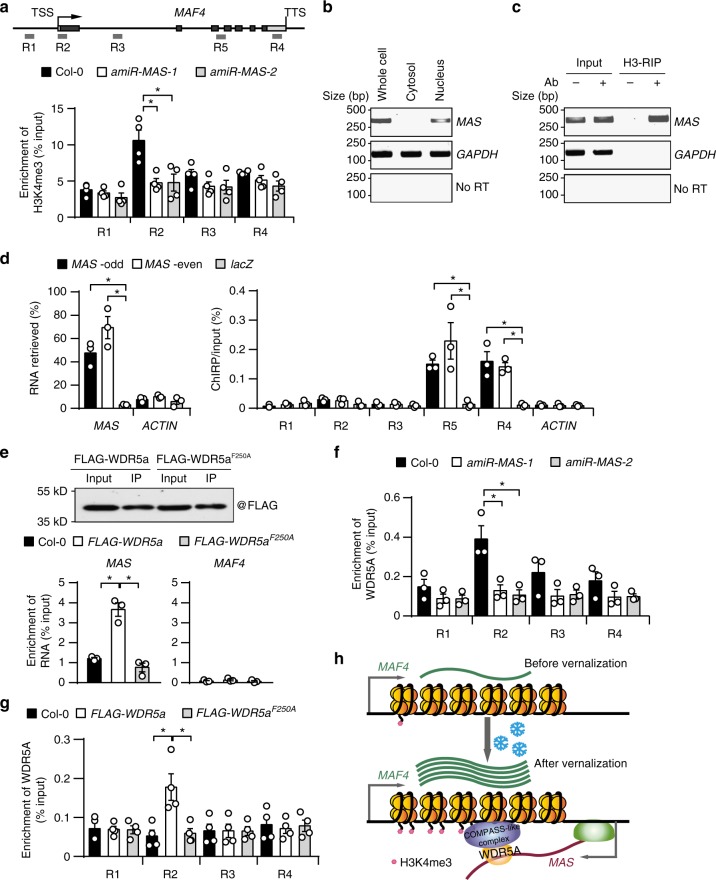
*MAS* mediates the recruitment of WDR5a to *MAF4*. **a** Upper panel, schematic representation of *MAF4* locus, the positions of primers (R1 to R5) used for ChIP- and ChIRP-qPCR are indicated. Lower panel, detection of H3K4me3 levels in Col-0 and *amiR-MAS-1/2* lines after 20 d of cold exposure by ChIP-qPCR. **b** Detection of *MAS* and *GAPDH* in the whole cell, cytoplasmic and nuclear fractions by RT-PCR. **c** Detection of *MAS* and *GAPDH* in histone 3 (H3) immunoprecipitates by RT-PCR. **d** ChIRP-qPCR analyses of *MAS* association with *MAF4* locus after 20 d of cold exposure. Left panel, ChIRP enrichment of *MAS* transcript, but not *Actin* transcript in both odd and even probe pools. Right panel, qPCR detection of different regions of *MAF4* locus in immunoprecipitated DNA. Probes targeting *LacZ* mRNA were used as negative controls. **e** Association between *MAS* and WDR5a detected by RIP with anti-FLAG Magnetic Beads in control and transgenic (*FLAG-WDR5a* and *FLAG-WDR5a*^*F250A*^) plants after 20 d of cold exposure. Purification of WDR5a and WDR5a^F250A^ was validated by western blot (upper panel). The levels of *MAS* and *MAF4* in the immunoprecipitates were determined by RT-qPCR (lower panel). **f** Detection of WDR5a at *MAF4* locus by ChIP-qPCR with an antibody against WDR5 in Col-0 and *amiR-MAS-1/2* lines after 20 d of cold exposure. **g** Detection of WDR5a and WDR5a^F250A^ at *MAF4* locus by ChIP-qPCR in Col-0 and the transgenic plants after 20 d of cold exposure. In (**a**), **d**–**g** error bars represent s.e.m (*n* = 3–4), asterisks indicate a significant difference between the indicated groups (*t-*test, *P-*value < 0.05). **h** A model for *MAS*-mediated activation of *MAF4* gene expression during vernalization. Source data are provided as a Source Data file

H3K4me3 is conservatively catalyzed by the WDR5/MLL complexes (also called COMPASS-like complexes in *Arabidopsis*)^50,51^. WDR5a is a plant homolog of human WDR5 (Supplementary Fig. 10a). We used *WDR5a* RNAi lines^51^ to determine whether *WDR5a* is essential for H3K4me3 deposition at *MAF4* and its activation. We found that *WDR5a* knockdown resulted in a great reduction of H3K4me3 level at *MAF4* (Supplementary Fig. 10b) and impaired cold-induced *MAF4* expression (Supplementary Fig. 10c), suggesting that WDR5a is required for H3K4me3 deposition and activation of *MAF4*.

In mammals, lncRNAs are involved in targeting WDR5/MLL complexes to specific loci through interacting with WDR5^52–54^. We thus examined whether *MAS* associates with WDR5a to guide WDR5a to *MAF4*. We first confirmed that *MAS* transcript was retained in the nucleus and associated with the chromatin fraction (Fig. 6b, c). We further carried out chromatin isolation by RNA purification coupled with qPCR (ChIRP-qPCR) and found that *MAS* bound the *MAF4* gene (Fig. 6d). We next generated transgenic lines expressing FLAG-tagged WDR5a or WDR5a^F250A^, a mutant form of WDR5 lacking RNA binding capability^54^. We immunoprecipitated FLAG-tagged WDR5a and WDR5a^F250A^ from cold-treated transgenic plants and detected *MAS* transcript in the immunoprecipitates. We found that WDR5a but not WDR5a^F250A^ pulled down *MAS* (Fig. 6e). In contrast to the case of *MAS*, neither WDR5a nor WDR5a^F250A^ associated with *MAF4* transcript (Fig. 6e).

To further determine the role of *MAS* in targeting WDR5a to *MAF4*, we detected the enrichment of WDR5a at *MAF4* in Col-0 and *amiR-MAS-1/2* lines. *MAS* knockdown greatly reduced the enrichment of WDR5a at *MAF4* (Fig. 6f). Moreover, WDR5a, but not WDR5a^F250A^, could accumulate at *MAF4* (Fig. 6g), suggesting that *MAS* binding is important for WDR5a recruitment.

Collectively, our data suggest that *MAS* is transcribed during cold exposure and its induction plays a crucial role in the recruitment of WDR5a to *MAF4* to activate the expression of *MAF4* (Fig. 6h).

## Discussion

The function and range of lncRNA-mediated regulation in plants have been increasingly appreciated. In this study, we identified a large number of lncRNAs and analyzed their expression profile in different tissues under normal or stress conditions using strand-specific RNA-seq. We sequenced poly(A)+ and poly(A)−, nuclear and cytoplasmic RNAs separately to increase the sensitivity of detecting lncRNAs with distinct features. Indeed, ~ 88% of the lncRNAs we identified have not been previously discovered by tilling arrays or conventional RNA-seq^11,20,23^. Thus, the lncRNAs we identified represent a valuable addition to the *Arabidopsis* lncRNA collection, and provide a rich resource for the community to further investigate the biology of lncRNAs in plants.

We focused on the function of a NAT-lncRNA *MAS* in the activation of *MAF4* expression during cold treatment. We found that that *MAS* acts in *cis* to activate *MAF4* expression at the transcriptional level (Figs. 4, 5). The transcriptional activating role of *MAS* is similar to that played by lncRNAs *HOTTIP*^53^, *NeST*^52^, *LAIR*^55^, and *EVX1as*^56^. However, the mechanisms adopted by these lncRNAs are varied. *MAS* binds WDR5a and then guides the COMPASS-like complexes to *MAF4* to promote H3K4me3 (Fig. 6). Like *MAS*, *HOTTIP* also interacts with WDR5 and recruits the MLL complex to maintain H3K4me3 and activation of *HOXA* genes^53^. However, the cis-regulatory action of *HOTTIP* and *NeST* requires the chromosome looping that brings the *HOTTIP* or *NeST* locus into close spatial proximity to its target genes^53^. Ectopic overexpression of *MAS* cannot stimulate *MAF4* expression, whereas ectopic overexpression of *LAIR* promotes the upregulation of *LRK* genes. *EVX1as* increases the transcription of *EVX1* through facilitating the binding of Mediator complex to *EVX1* region, leading to an active chromatin state.

Exemplified by *MAS*, many NAT-lncRNAs were found to be concordantly expressed with their sense genes (Fig. 3), suggesting co-upregulation of NAT-lncRNAs and their sense genes. Our results are consistent with previous findings that neighboring genes often have correlated expression irrespective of their orientations^57^. Also, previous study of an immediate-early gene (IEGs) revealed that the ripple effect plays an important role in transcriptional activation of IEGs and their neighboring genes^58^. However, the cases of NAT-lncRNAs and comparisons between the ripple effects triggered by lncRNAs and regular genes were not included in the previous analysis^58^. Our genome-wide analysis revealed that NAT-lncRNAs are significantly more likely to produce ripple effects and activate their sense overlapping genes than regular genes and other types of lncRNAs (Fig. 3a). On one hand, this could be because the average distances between the TSSs of NAT-lncRNAs and their paired genes are smaller. On the other hand, this may reflect the fact that NAT-lncRNAs play crucial roles in activating the expression of their paired genes. We found that some NAT-lncRNAs are indeed required for the expression of their sense overlapping genes, suggesting that this cis-regulatory mode could be common to many NAT-lncRNAs (Fig. 3c and Supplementary Figs. 3, 4). Whether these NAT-lncRNAs regulate their cognate sense genes through recruiting the COMPASS-like complexes or other mechanisms remains to be investigated.

Our finding that many lncRNAs are responsive to different stresses suggests that plant lncRNAs may play crucial biological roles. *COOLAIR* and *COLDAIR* have been found to mediate vernalization-induced repression of the floral repressor *FLC*^29,32^. Here we demonstrate that the lncRNA *MAS*, by regulating the expression of an *FLC* family member, *MAF4*, fine-tunes the time of flowering. However, different from the repressive roles of *COOLAIR* and *COLDAIR*, *MAS* activates the expression of *MAF4*. Whereas *COLDAIR* associates with a subunit of the conserved repressive complex PRC2^32^, *MAS* binds to the core component of the COMPASS-like complex that achieves transcriptional activation. Then why the floral repressor *FLC* and *MAF4* are oppositely regulated upon cold exposure? It was suggested that *MAF4* and *MAF5* are transiently activated to prevent precocious flowering so that plants only flower after a long period of cold when *FLC* is completely silenced^44^. The dynamic and different expression profiles of *FLC* and *MAF4* highlight the important role of lncRNAs in coordinating the vernalization response. However, the majority of lncRNAs, involved in flowering time control or other stress responses, are still awaiting functional characterization.

## Methods

### Plant materials and growth conditions

All plants used in this study are in the Col-0 background. Detailed information about mutants and generation of transgenic plants can be found in Supplementary Methods. Plants were grown on 1/2 MS medium with 30 g/L sucrose in long-day (LD, 16 h light, 22 °C / 8 h dark, 18 °C) or short-day conditions (SD, 8 h light, 22 °C / 16 h dark, 18 °C).

Stress treatments were performed as previously described with some modifications^44,59–61^. For ABA treatment, 2-week-old seedlings were transferred to 1/2 MS liquid medium with 100 μM ABA. For dehydration treatment, 2-week-old seedlings were removed from the agar and desiccated in dishes. After being treated for different time periods (0, 2, 4, 6, 8 h), the plants were harvested for RNA isolation. For cold treatment, 2-week-old seedlings (grown under SD conditions) were transferred to 4 °C and cultured under SD conditions for different time periods. After treatment, the plants were harvested or transplanted into soil and grown under SD conditions for flowering time test.

### Nuclear and cytosolic fractionation

Nuclear and cytosolic fractionation was performed as previously described^62^. The plant tissues were ground into fine powder. For cytosolic fraction, 2 volumes of lysis buffer (20 mM Tris-HCl pH 7.4, 25% glycerol, 20 mM KCl, 2 mM EDTA, 2.5 mM MgCl_2_, 250 mM sucrose, 5 mM DTT, 40 U/mL RNase inhibitor) were added to the powder. After filtration and centrifugation at 13,000 × *g* for 10 min at 4 °C, the supernatant was collected as cytosolic fraction. For nuclear fraction, 5 volumes of lysis buffer were added to the powder. After filtration and centrifugation at 13,000 × *g* for 10 min at 4 °C, the pellet was washed with NRBT buffer (20 mM Tris-HCl pH 7.4, 25% glycerol, 2.5 mM MgCl_2_, 0.2% Triton X-100, 5 mM DTT, 160 U/mL RNase inhibitor) and collected by centrifugation at 1,500 × *g* for 2 min at 4 °C. When the pellet was creamy white, 300 μL of Extraction Buffer II (250 mM sucrose, 10 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 1% Triton X-100, 5 mM β-mercaptoethanol, 1 × protease inhibitor, 350 U/mL RNase inhibitor) was added to resuspend the pellet. The suspension was added on the top of 300 μL of Extraction Buffer III (1.7 M sucrose, 10 mM Tris-HCl pH 8.0, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM β-mercaptoethanol, 1 × protease inhibitor, 350 U/mL RNase inhibitor) and the pure nuclei were collected by centrifugation at 13,000 × g for 10 min at 4 °C. As quality controls of the preparation of nuclear and cytosolic fractions, nuclear and cytosolic RNA markers U6 and tRNA were detected as described^63^.

### Preparation of polyadenylated and non-polyadenylated RNAs

Total RNA was extracted with TRIzol (Invitrogen) and treated with DNase I (Ambion). Polyadenylated [poly(A)+] RNAs were isolated from total RNA through two rounds of purification with oligo(dT) beads (QIAGEN). The poly(A)+ RNA-depleted fraction from the first round of purification was collected as crude non-polyadenylated [(poly(A)−] RNA sample, which was subjected to another two rounds of treatment with oligo(dT) beads. Ribosomal RNAs were removed by two rounds of treatment with the Ribo-minus kit (Invitrogen).

### Library preparation and sequencing

cDNA libraries for strand-specific sequencing were constructed by ligation- or dUTP-based methods^64^. A detailed protocol is available in Supplementary Methods.

### Reconstruction of *Arabidopsis* transcriptome

Clean reads (Phred quality score ≥ 20) were aligned to the *Arabidopsis* reference genome (TAIR10)^65^ by using TopHat version 2.0.10^66^. Parameters were set for strand-specific mapping and up to 5 different alignments were allowed for a given read. Annotations in TAIR10 served as an additional junction set to facilitate the alignment. Mapped reads from each RNA-seq dataset were assembled into transcripts in a reference annotation-based transcript assembly (RABT assembly) mode by Cufflinks version 1.3.0^67^. Putative transcripts were retrieved with the parameter ‘--min-frags-per-transfrag 1’. Finally, assembled transcripts from each dataset and the reference annotation were merged into a unified transcriptome using Cuffmerge utility version v1.0.0^42^.

### Identification of *Arabidopsis* lncRNAs

We developed a stringent selection pipeline to systemically identify *Arabidopsis* lncRNAs, on the basis of pipelines for animal lncRNA annotation^68,69^. This pipeline aimed at removing known non-lncRNA transcripts, unreliable lowly expressed transcripts, and transcripts with protein-coding potential. First, only transcripts with TAIR10 annotation [Cufflinks class codes ‘u’ (intergenic transcripts),’x’ (Exonic overlap with reference on the opposite strand),’i’ (transcripts entirely within intron) were retained. Second, transcripts of short length (length <150 nt) or low abundance (FPKM_max_ < 1, FPKM_max_ stands for the maximum expression level of a lncRNA from all samples) were removed. Third, transcripts with protein-coding potential were removed. Protein-coding potential was determined by using two programs: (1) transcripts were subjected to a BlastX search against all plant protein sequences in the Swiss-Prot database^70^ with a cutoff e-value < 10^-4^ and the transcripts with strong hits (alignment length ≥40 aa, percent identity ≥35% and coverage of the alignment region in either query or subject sequence ≥35%) to known proteins were considered to have protein-coding potential; For antisense transcripts, open reading frames were checked. (2) the CPC (Coding Potential Calculator) score^71^, a value to assess protein-coding potential of a transcript based on six biologically meaningful sequence features, was calculated for each transcript. When the CPC score is positive, we considered the transcript to have protein-coding potential. Transcripts that passed the three filtering steps were annotated as lncRNAs.

### Co-expression analysis

Pearson correlation coefficient was calculated between the expression levels of adjacent protein-coding genes and between the expression levels of lncRNAs and their closest protein-coding genes. LncRNA/protein-coding gene pairs with low abundance (FPKM_max_ < 1) were excluded from our analysis. LncRNA/protein-coding gene pairs with Pearson correlation coefficients greater than 0.6 were presented in the heat map.

### Quantitative RT-PCR

Total RNA was isolated using TRIzol reagent (Invitrogen) and treated with DNase I (Invitrogen) for 30 min at 37 °C to eliminate contaminated genomic DNA. cDNAs were generated using 2 μg of total RNA with random or gene-specific primers and M-MLV (Invitrogen). Quantitative RT-PCR was performed using SYBR Premix Ex Taq (Takara) as described. Each sample was analyzed in triplicate. The level of *GAPDH* mRNA was detected in parallel and used for normalization. Primer sequences are provided in Supplementary Data 9.

### sRNA sequencing and analysis

sRNAs of 18–30 nt were gel-purified on a 15% denaturing PAGE gel and subjected to library construction as described^47^. A detailed protocol is available upon request. The libraries were single-end sequenced on an Illumina HiSeq2000 platform. After removing adapters and low-quality reads, sRNA-seq reads were mapped to the *Arabidopsis* genome (TAIR10 version) with Bowtie^72^ allowing no mismatches, and the mapped reads were retained for further analyses. sRNA abundance was calculated as reads per million (RPM).

### ChIP and ChIP-qPCR analyses

ChIP was performed as described^73^ with some modifications. A detailed protocol is available in Supplementary Methods. qPCR was performed using SYBR Premix Ex Taq (Takara). Relative enrichment of H3K4me3, H3K27Ac, H3K27me3, H3K36me3 and WDR5a in each DNA region was normalized to input DNA. Primer sequences are provided in Supplementary Data 9.

### RNA IP

RNA IP (RIP) was performed as described^74^. Briefly, plants were harvested and crosslinked by using 1% formaldehyde for 20 min. RNA-protein complexes were immunoprecipitated by incubating with anti-FLAG M2 Magnetic Beads (M8823, Sigma-Aldrich) and rabbit polyclonal anti-H3 (ab1791, Abcam, 1:200) at 4 °C for 6 h. Then, the crosslinking was reversed and RNA was purified by TRIzol.

### Nuclear run-on assay

Nuclear run-on assay was performed as described^75^ except that nuclei were isolated from 10-day-old seedlings as described^62^. A detailed protocol is available in Supplementary Methods.

### ChIRP and ChIRP-qPCR analyses

ChIRP was performed as previously with some modifications^76^. Antisense DNA probes which were separated into two groups (even and odd) were designed against the full-length *MAS* sequence and biotinylated at the 3’ end (Invitrogen). A set of probes against *lacZ* RNA was used as negative control.

Col-0 seedlings (1 g) were crosslinked in 1% (vol/vol) formaldehyde (Sigma-Aldrich) at room temperature for 20 min in a vacuum. Crosslinking was quenched with 0.125 M glycine for 5 min. Nuclei were isolated as described in the NRO assay and were sonicated. Chromatin was diluted in 2 volumes of hybridization buffer (750 mM NaCl, 1% SDS, 50 mM Tris-HCl pH 7.0, 1 mM EDTA, 15% formamide, 0.1 mM PMSF, 1 × protease inhibitor, and 350 U/mL RNase inhibitor) and was mixed gently. After preclearance with Streptavidin Sepharose beads (GE Healthcare), 100 pmol of probes were added and mixed by end-to-end rotation at 37 °C for 4 h. Washed Streptavidin Sepharose beads (30 μL) were added, and the reaction was performed at 37 °C for 30 min with rotation. Then beads were washed two times with high-salt wash buffer (2 × SSC, 0.5% SDS, 1 mM DTT, and 1 mM PMSF) and two times with low-salt wash buffer (0.1 × SSC, 0.5% SDS, 1 mM DTT, and 1 mM PMSF) for 5 min each time at room temperature. DNA and RNA were purified and analyzed by qPCR. Probes and primer sequences are provided in Supplementary Data 9.

### RNA decay assay

RNA decay assay was performed as described^77^ with some modifications. Two-week-old seedlings of Col-0, *amiR-MAS-1*, and *amiR-MAS-2* were grown in 4 °C growth chamber for 20 d. After cold treatment, plants were transferred into 1/2 MS medium with 100 μg/mL actinomycin D (Sigma-Aldrich). Materials were harvested after 2, 4, 6, 8 h. Total RNA was extracted by TRIzol reagent and used for RT-qPCR assays.

### 5’ and 3’ RACE

Poly(A)+ RNAs were isolated from 100 ug total RNAs using oligo(dT) Dynabeads (Thermo Fisher). The 5’ and 3’ RACE experiments were preformed according to the manuals of GeneRacer (Invitrogen). For 3’ RACE, poly(A)+ RNAs were reversely transcribed with GeneRacer oligo (dT) primers and then amplified with GeneRacer 3’Primer/Nest primer and MAS-3’ RACE-GSP1/2/3. For 5’ RACE, poly(A)+ RNAs were reversely transcribed with MAS-5’ RACE-GSP1. After degradation of RNAs, the cDNA was tailed by dCTP and the second strand cDNA was generated using the Abridged Anchor Primer (AAP). Final amplification was performed with the Abridged Universal Anchor Primer (AUAP) and MAS-5’ RACE-GSP2/3. Primer sequences are provided in Supplementary Data 9.

## Electronic supplementary material

Supplementary Informaton

Peer Review

Description of Additional Supplementary Files

Source Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

RNA-Seq and sRNA-seq datasets generated in this study can be found in the NCBI Gene Expression Omnibus under accession number GSE42695 and GSE120709. A reporting summary for this Article is available as a Supplementary Information file. The source data underlying Figs. 2–6 and Supplementary Figs. 2-3, 5-6 and 8-10 are provided as a Source Data file. All other data that support the findings of this study are available from the corresponding author upon request.

# Supplementary material for: Global identification of Arabidopsis lncRNAs reveals the regulation of MAF4 by a natural antisense RNA
**Source:** Nat Commun. 2018 Nov 29;9:5056. doi: 10.1038/s41467-018-07500-7
**Supplement:** Supplementary file 1 — Supplementary Informaton

**Supplementary Information**

**Supplementary Figures**

**
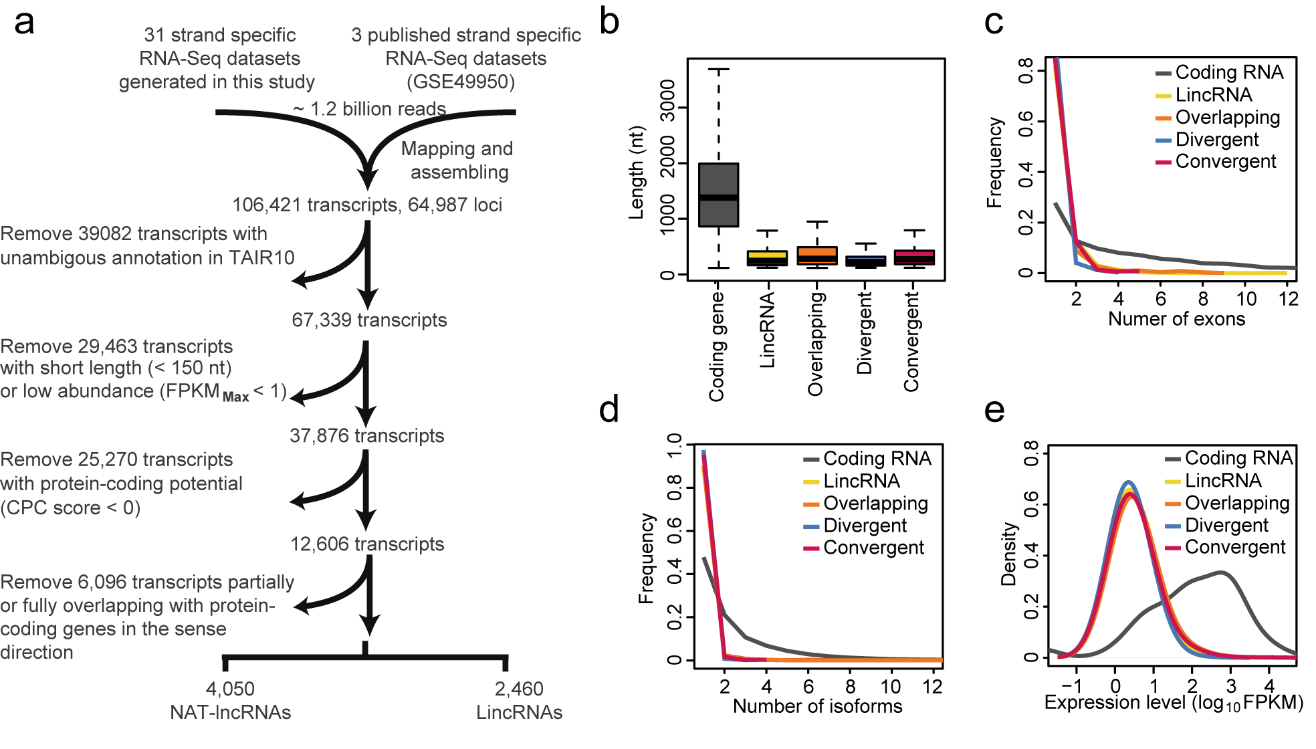
**

**Supplementary Figure 1. Identification and characteristics of *Arabidopsis* lncRNAs.**

**a**, A pipeline for systematic identification of lncRNAs in *Arabidopsis*. **b**, A boxplot showing the length distribution of in different lncRNA groups. **c**, A frequency plot showing the distribution of exon numbers in different lncRNA groups. **d**, A frequency plot showing the distribution of isoform numbers in different lncRNA groups. **e**, Cumulative distribution of expression levels of different lncRNA groups. 

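Panel e summarises each transcript by its highest FPKM over the samples, which places transcripts expressed in a single tissue or fraction beside those expressed everywhere. Over the 9 libraries with processed files (no replicates), the log10 of this maximum was most often near 0.33 for the 1353 lncRNAs and near 1.08 for the 23784 protein-coding genes with FPKM above 0, as the mode of a Gaussian kernel density. The median maximum was 2.41 FPKM for lncRNAs and 7.59 FPKM for all 25245 genes listed. In the whole cell poly(A)+ library alone, the mode was at 0.26 for lncRNAs and again at 1.08 for genes.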

The x axis represents the maximal expression (log10-normalized FPKM counts) of lncRNAs across the samples in this study.

**
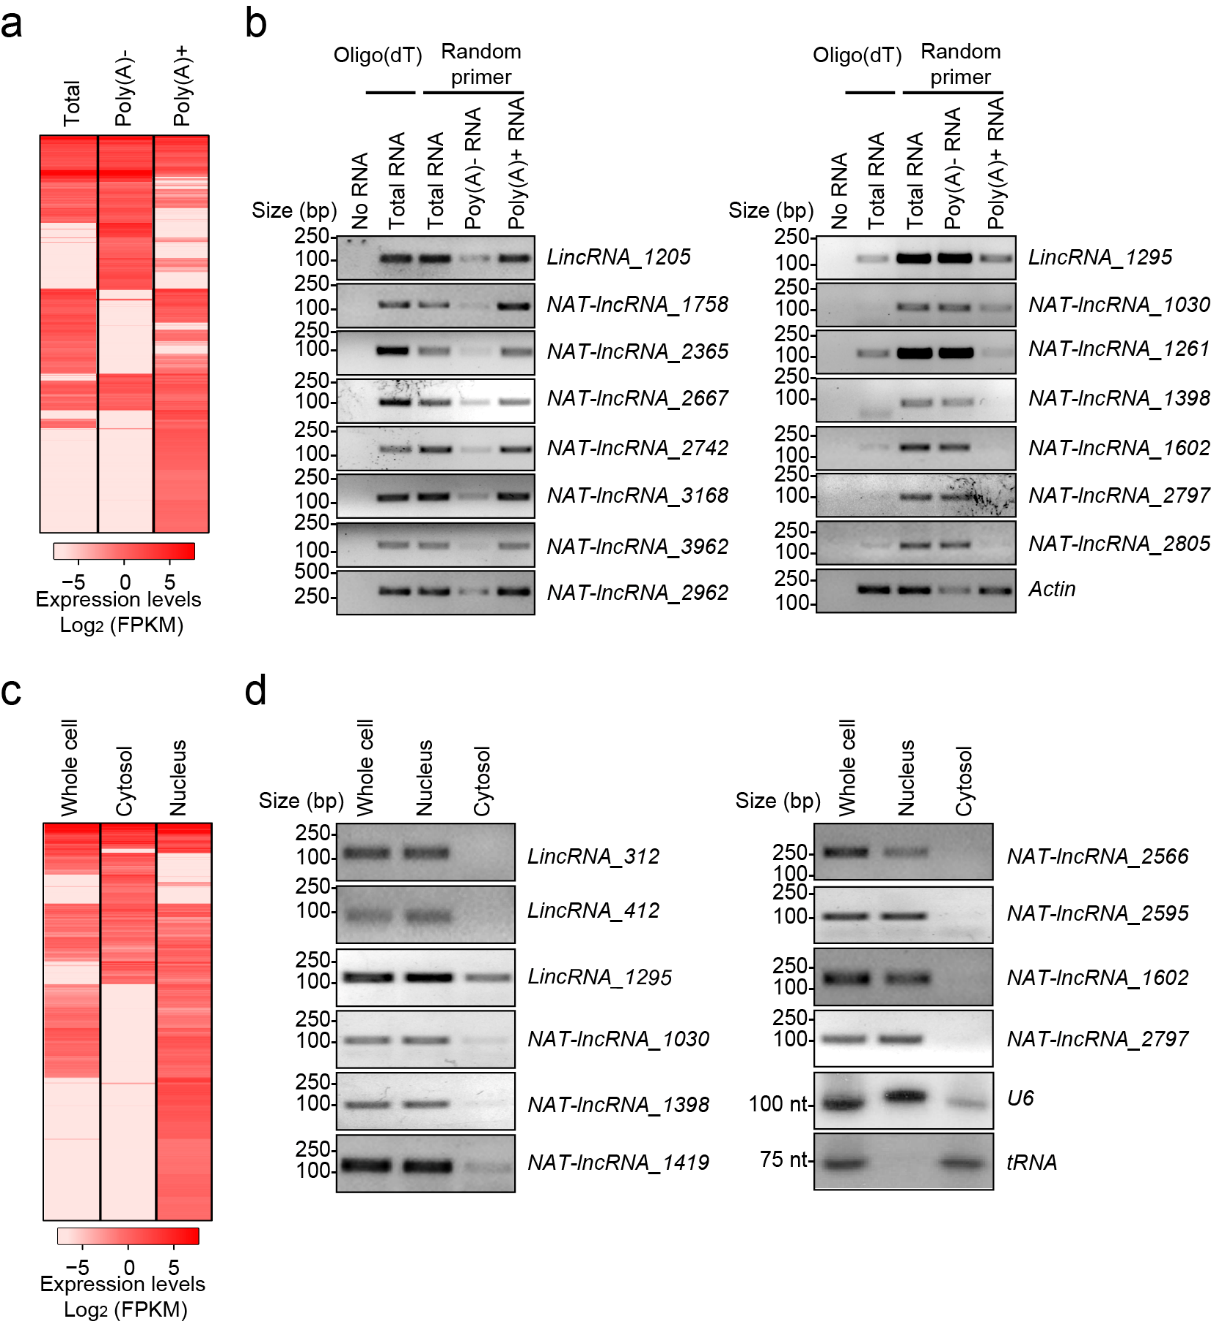
**

**Supplementary Figure 2. Features of *Arabidopsis* lncRNAs.**

**a**, A heat map showing the relative abundances of lncRNAs in total, poly(A)- RNA and poly(A)+ RNA samples. Color intensity represents log2-normalized FPKM counts. 

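The heat map rests on the FPKM of each lncRNA in 3 seedling libraries, and Supplementary Data 3 gives the numbers behind it. The log2 ratios in that list were recomputed here from the 2 FPKM values of each row with a pseudocount of 0.01, and all 1550 were within 0.01 of the listed ratio. Of the 1550 listed lncRNAs, 400 are lincRNAs and 1150 are NAT-lncRNAs. In 1313 of the rows, one of the FPKM values is 0, and the median of the higher FPKM value is 0.162. In the processed files of the same 3 libraries, which list another set of 1353 lncRNAs, the median lncRNA FPKM was 0.405 in poly(A)+ RNA and 0 in both total and poly(A)− RNA (no replicates), and the highest was 290 in poly(A)+ RNA, 10915 in total RNA and 12135 in poly(A)− RNA.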

Rows are ordered based on a hierarchical clustering of lncRNAs **b**, Validation of poly(A)+ and poly(A)- lncRNAs by RT-PCR. Total RNA, poly(A)-enriched [poly(A)+] and poly(A)-depleted [poly(A)-] RNA fractions were used for RT-PCR analysis. **c**, Heat map showing relative abundance of lncRNAs in total, cytosolic and nuclear RNA samples. 

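The heat map in panel c compares each lncRNA between whole cell, cytosolic and nuclear total RNA of seedlings. From the FPKM values in Supplementary Data 4, the log2 ratio of all 282 listed lncRNAs was recomputed to within 0.01 with a pseudocount of 0.01. These lncRNAs include 65 lincRNAs and 217 NAT-lncRNAs, 182 of them have an FPKM of 0 in 1 of the fractions, and the median of the higher FPKM value is 1.39. In the processed files analysed here (no replicates), the median FPKM of 1353 lncRNAs was 0.621 in the nuclear library and 0 in the cytosolic and whole cell total libraries.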

Color intensity represents log2-normalized FPKM counts. Rows are ordered based on a hierarchical clustering of lncRNAs. **d**, Validation of nuclear enrichment of lncRNAs by RT-PCR analysis. U6 and tRNA were used as nuclear and cytosolic RNA markers, respectively. Source data are provided as a Source Data file.

**
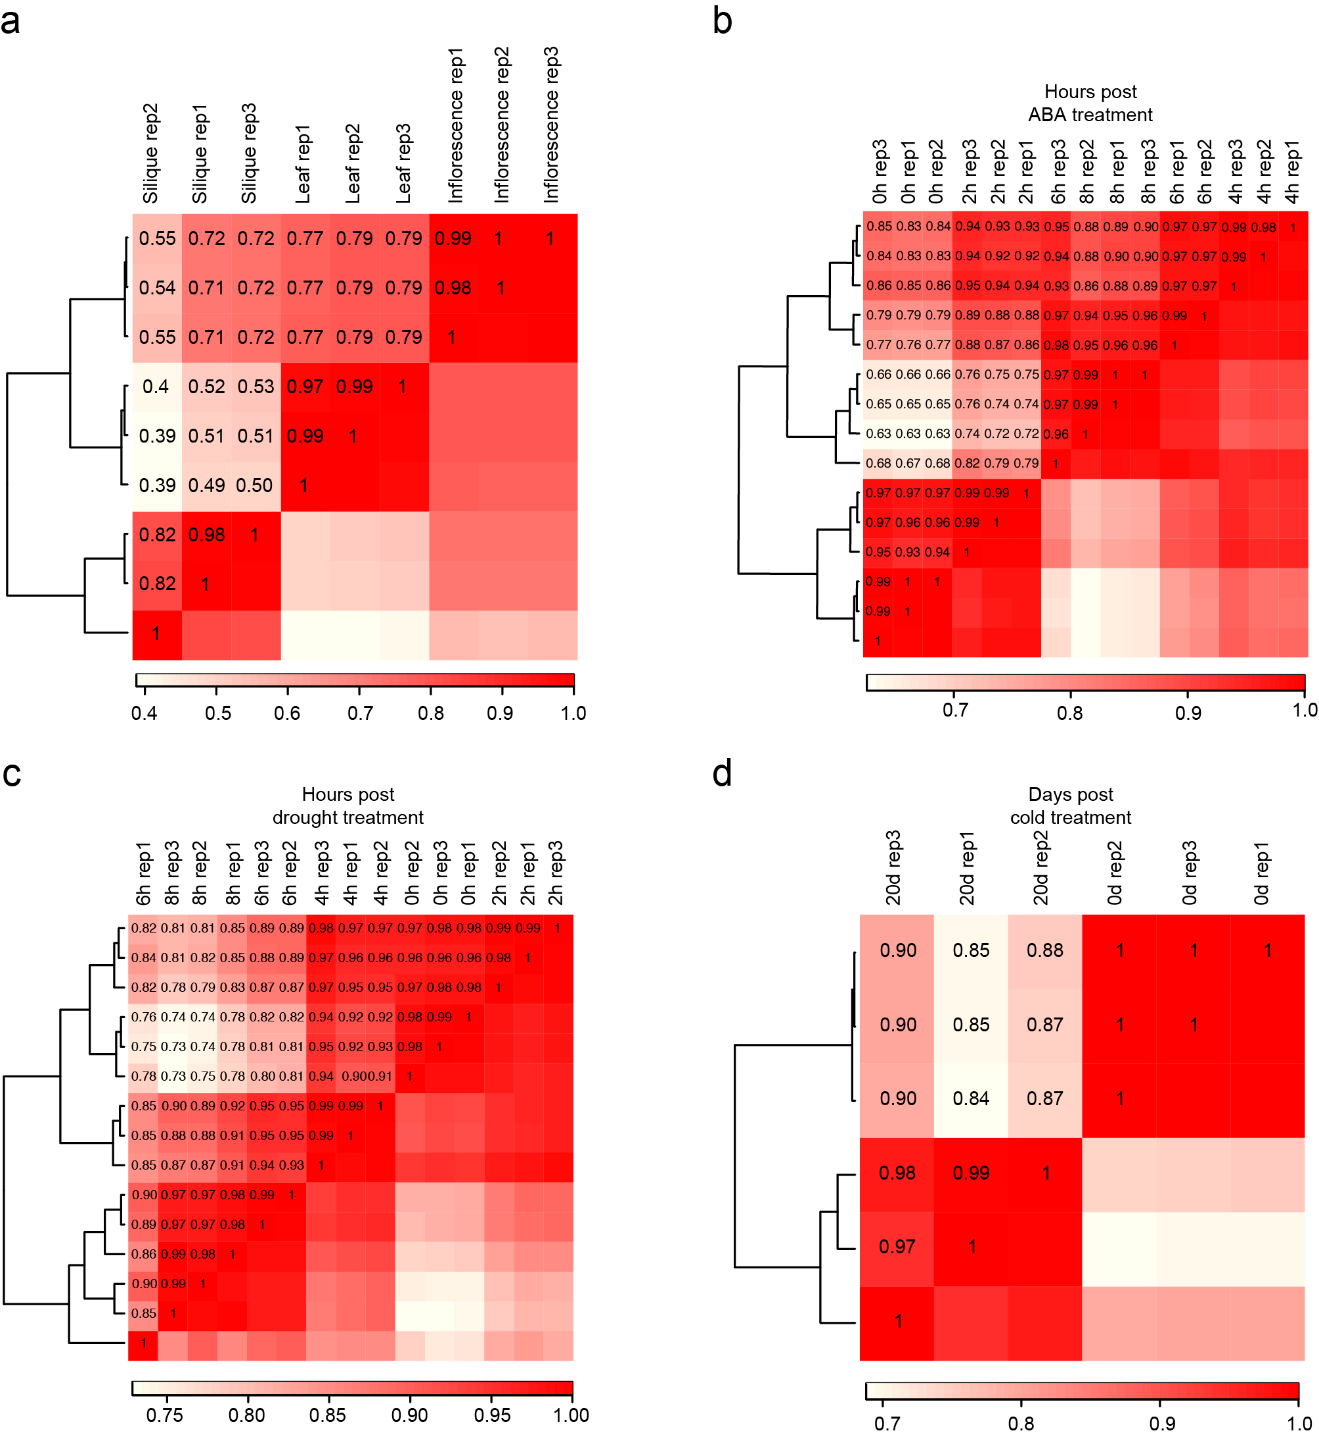
**

**Supplementary Figure 3. The Pearson correlation coefficient between different biological replicates of RNA-seq data.**

Heatmap representation of the Pearson correlation coefficient between different biological replicates of RNA-seq data. RNA-seq was performed using materials from three tissues (a), and materials treated with ABA (b), drought (c) and cold (d). Hierarchical clustering analyses reveal high correlations between three biological replicates of RNA-seq data. The color bar shows the strength of the correlation and the deeper the color, the higher the correlation. Source data are provided as a Source Data file.

**
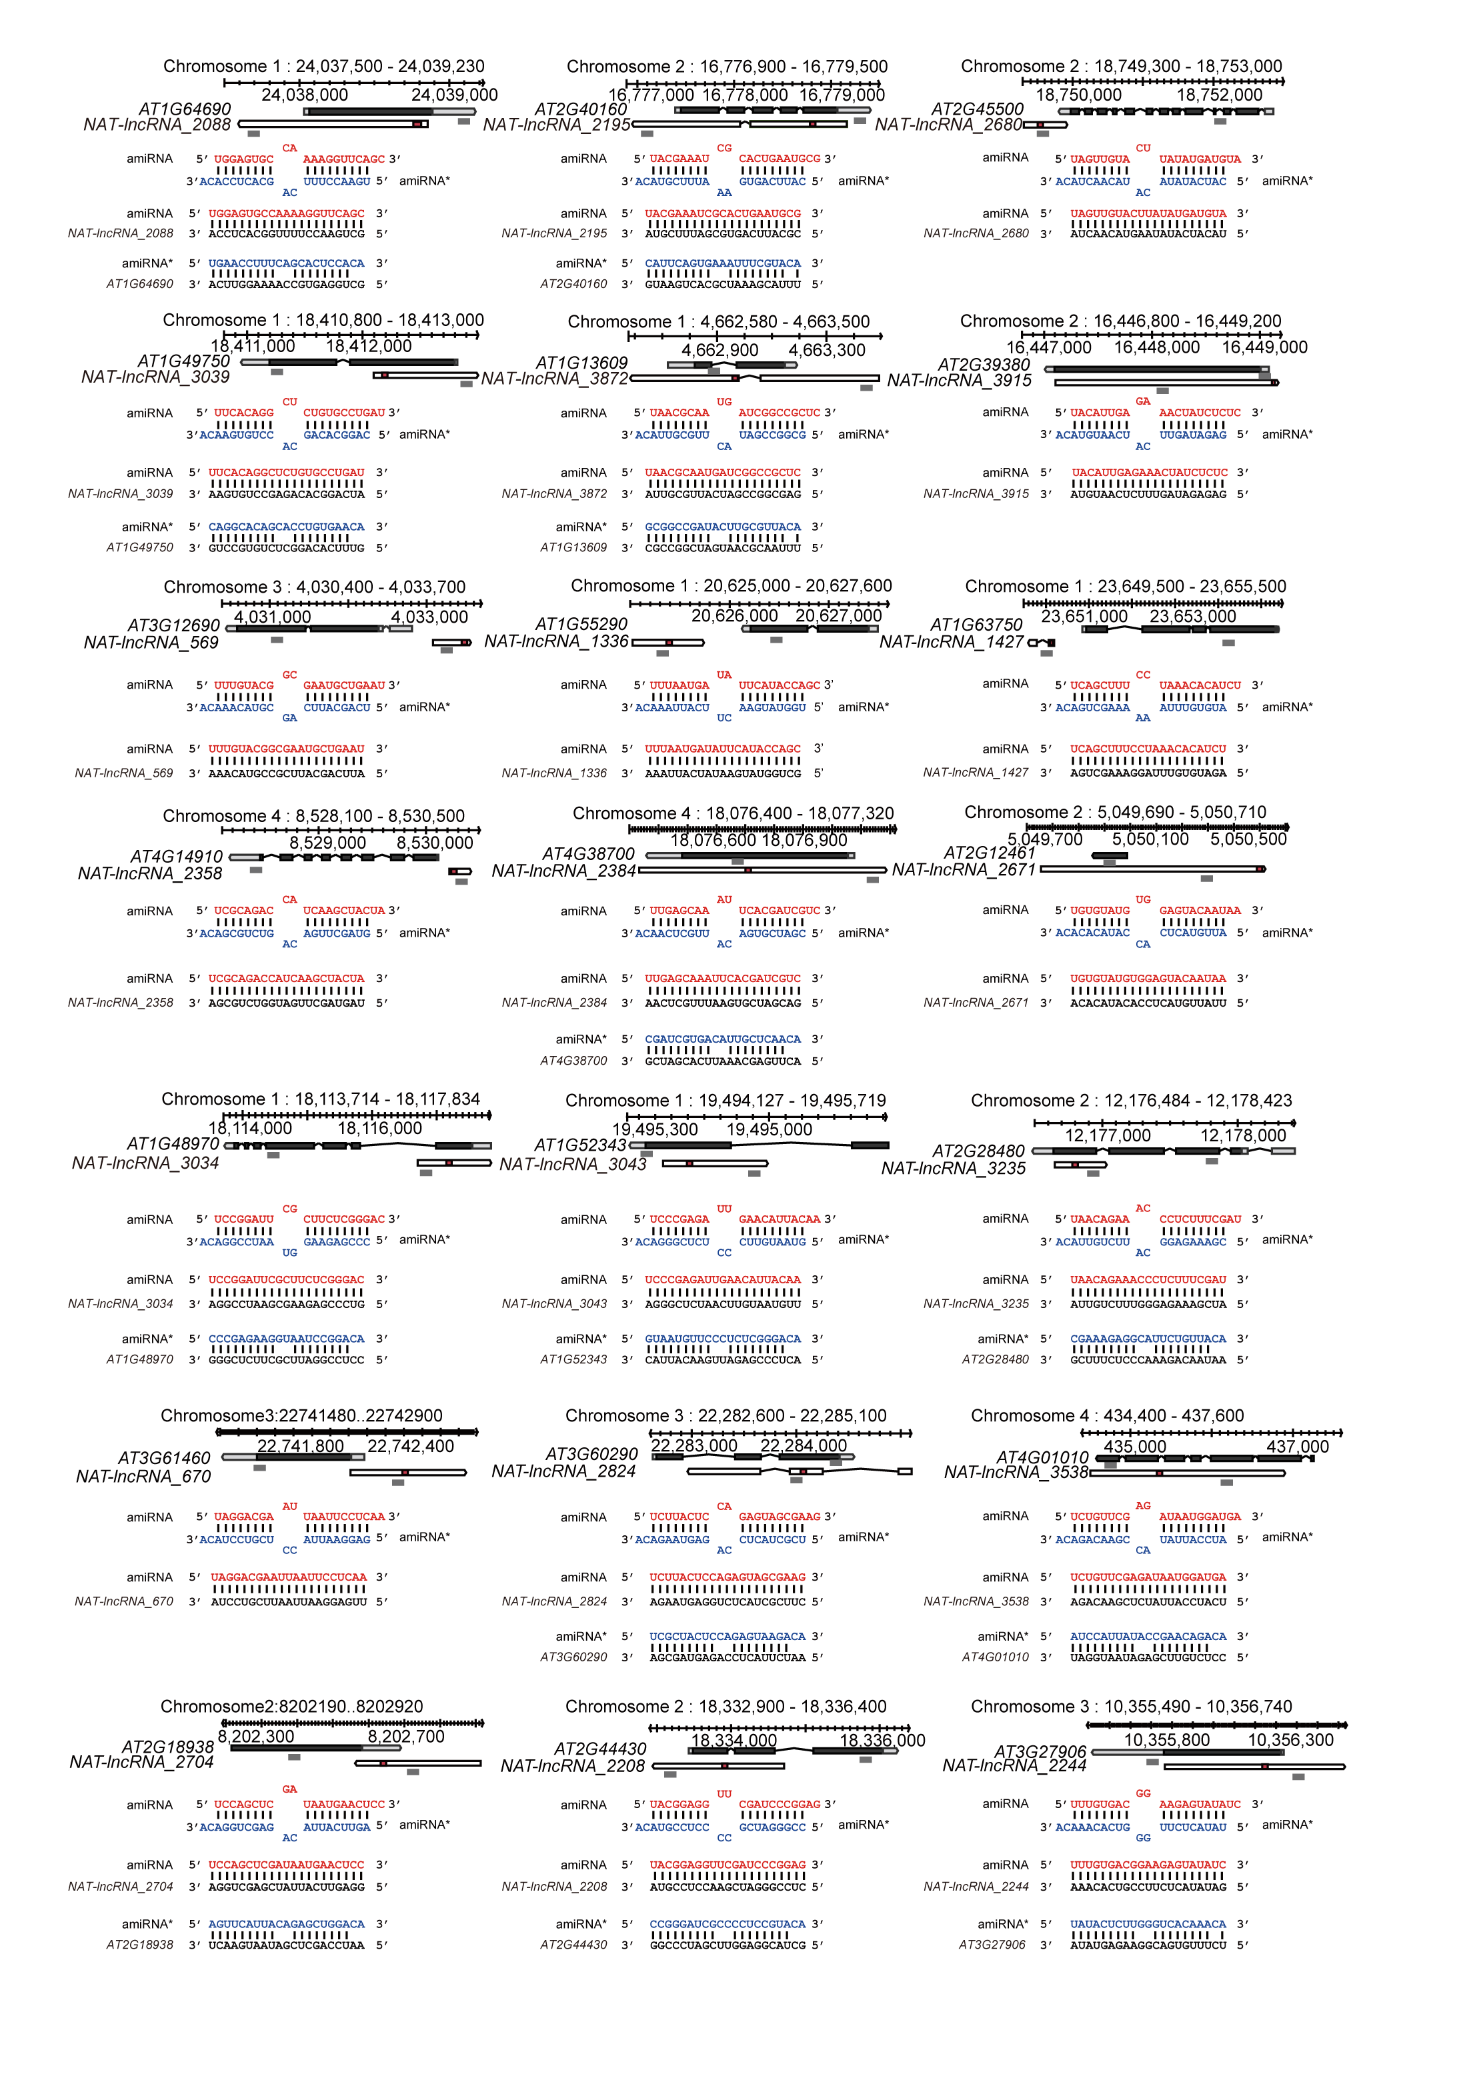
**

**Supplementary Figure 4. Sequences and structures of amiRNA duplexes and the target sites of amiRNAs and amiRNA*s.**

Upper panels, genome browser views of NAT-lncRNAs and their cognate sense genes. Lower panels, sequences of amiRNA duplexes, amiRNA target sites on NAT-lncRNAs and potential amiRNA* target sites on cognate sense genes. Grey bars depict the relative positions of primers used for RT-qPCR analyses in Fig.3 and Supplementary Fig. 5,6.

**
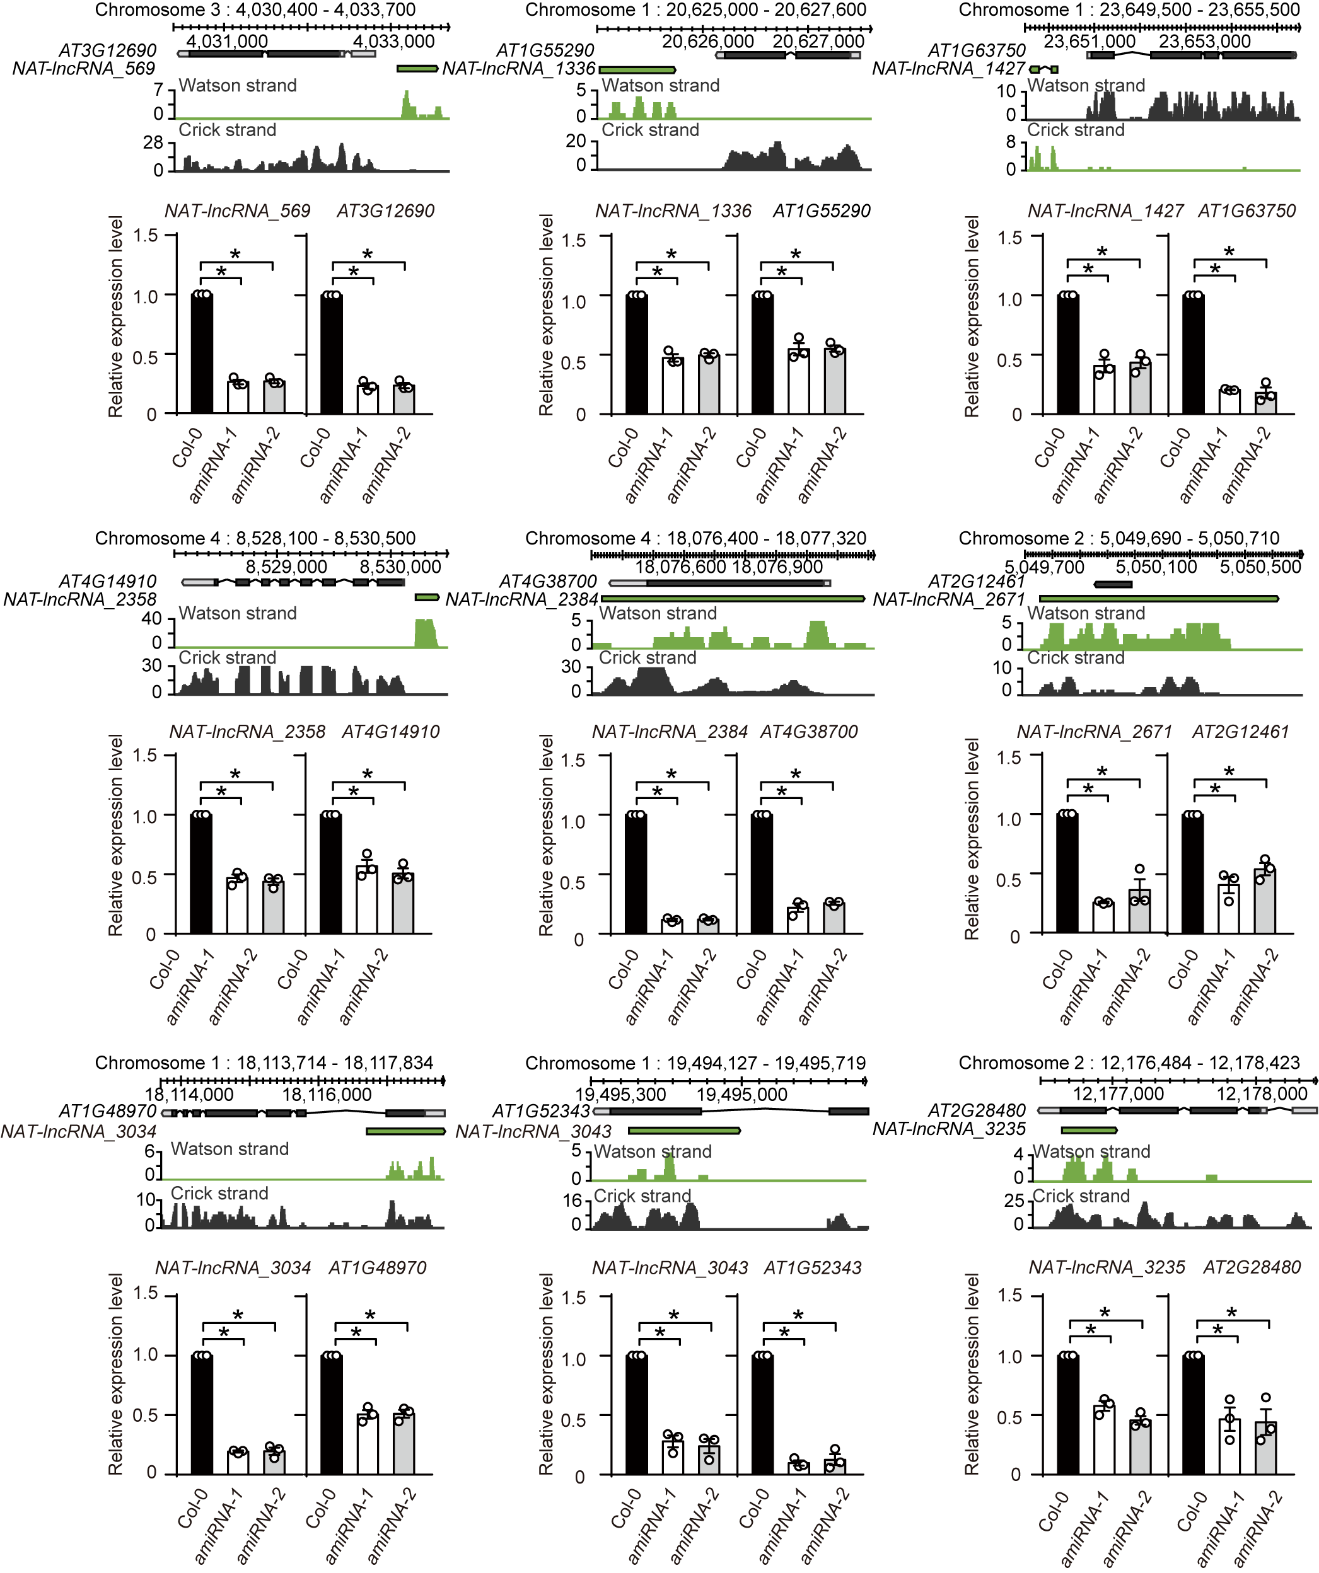
**

**Supplementary Figure 5. NAT-lncRNAs regulate the expression of cognate sense genes.**

Detection of NATs-lncRNAs and their cognate sense genes by RT-qPCR in Col-0 and the indicated *amiRNA* knockdown lines. Error bars represent s.e.m (n=3), asterisks indicate a significant difference (*t* test, *P* value < 0.05). Source data are provided as a Source Data file. Shown above the RT-qPCR results are genome browser views of RNA-seq signals at NAT-lncRNAs and cognate sense genes in Col-0, with normalized read counts per million along the y axis.

**
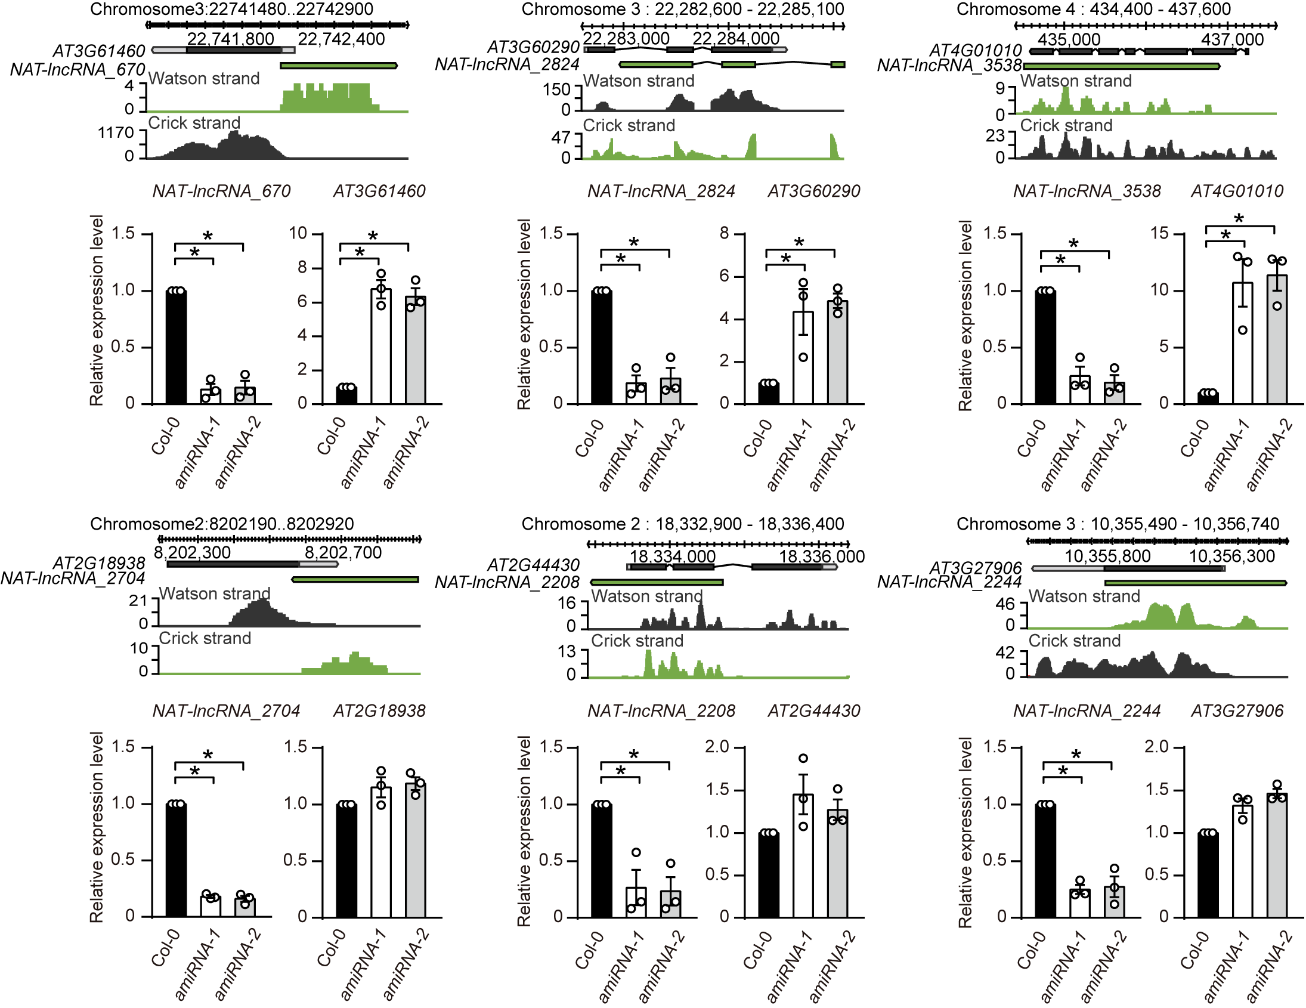
**

**Supplementary Figure 6. NAT-lncRNAs regulate the expression of cognate sense genes.**

Detection of NATs-lncRNAs and their cognate sense genes by RT-qPCR in Col-0 and the indicated *amiRNA* knockdown lines. Error bars represent s.e.m (n=3), asterisks indicate a significant difference (*t* test, *P* value < 0.05). Source data are provided as a Source Data file. Shown above the RT-qPCR results are genome browser views of RNA-seq signals at NAT-lncRNAs and cognate sense genes in Col-0, with normalized read counts per million along the y axis.

**
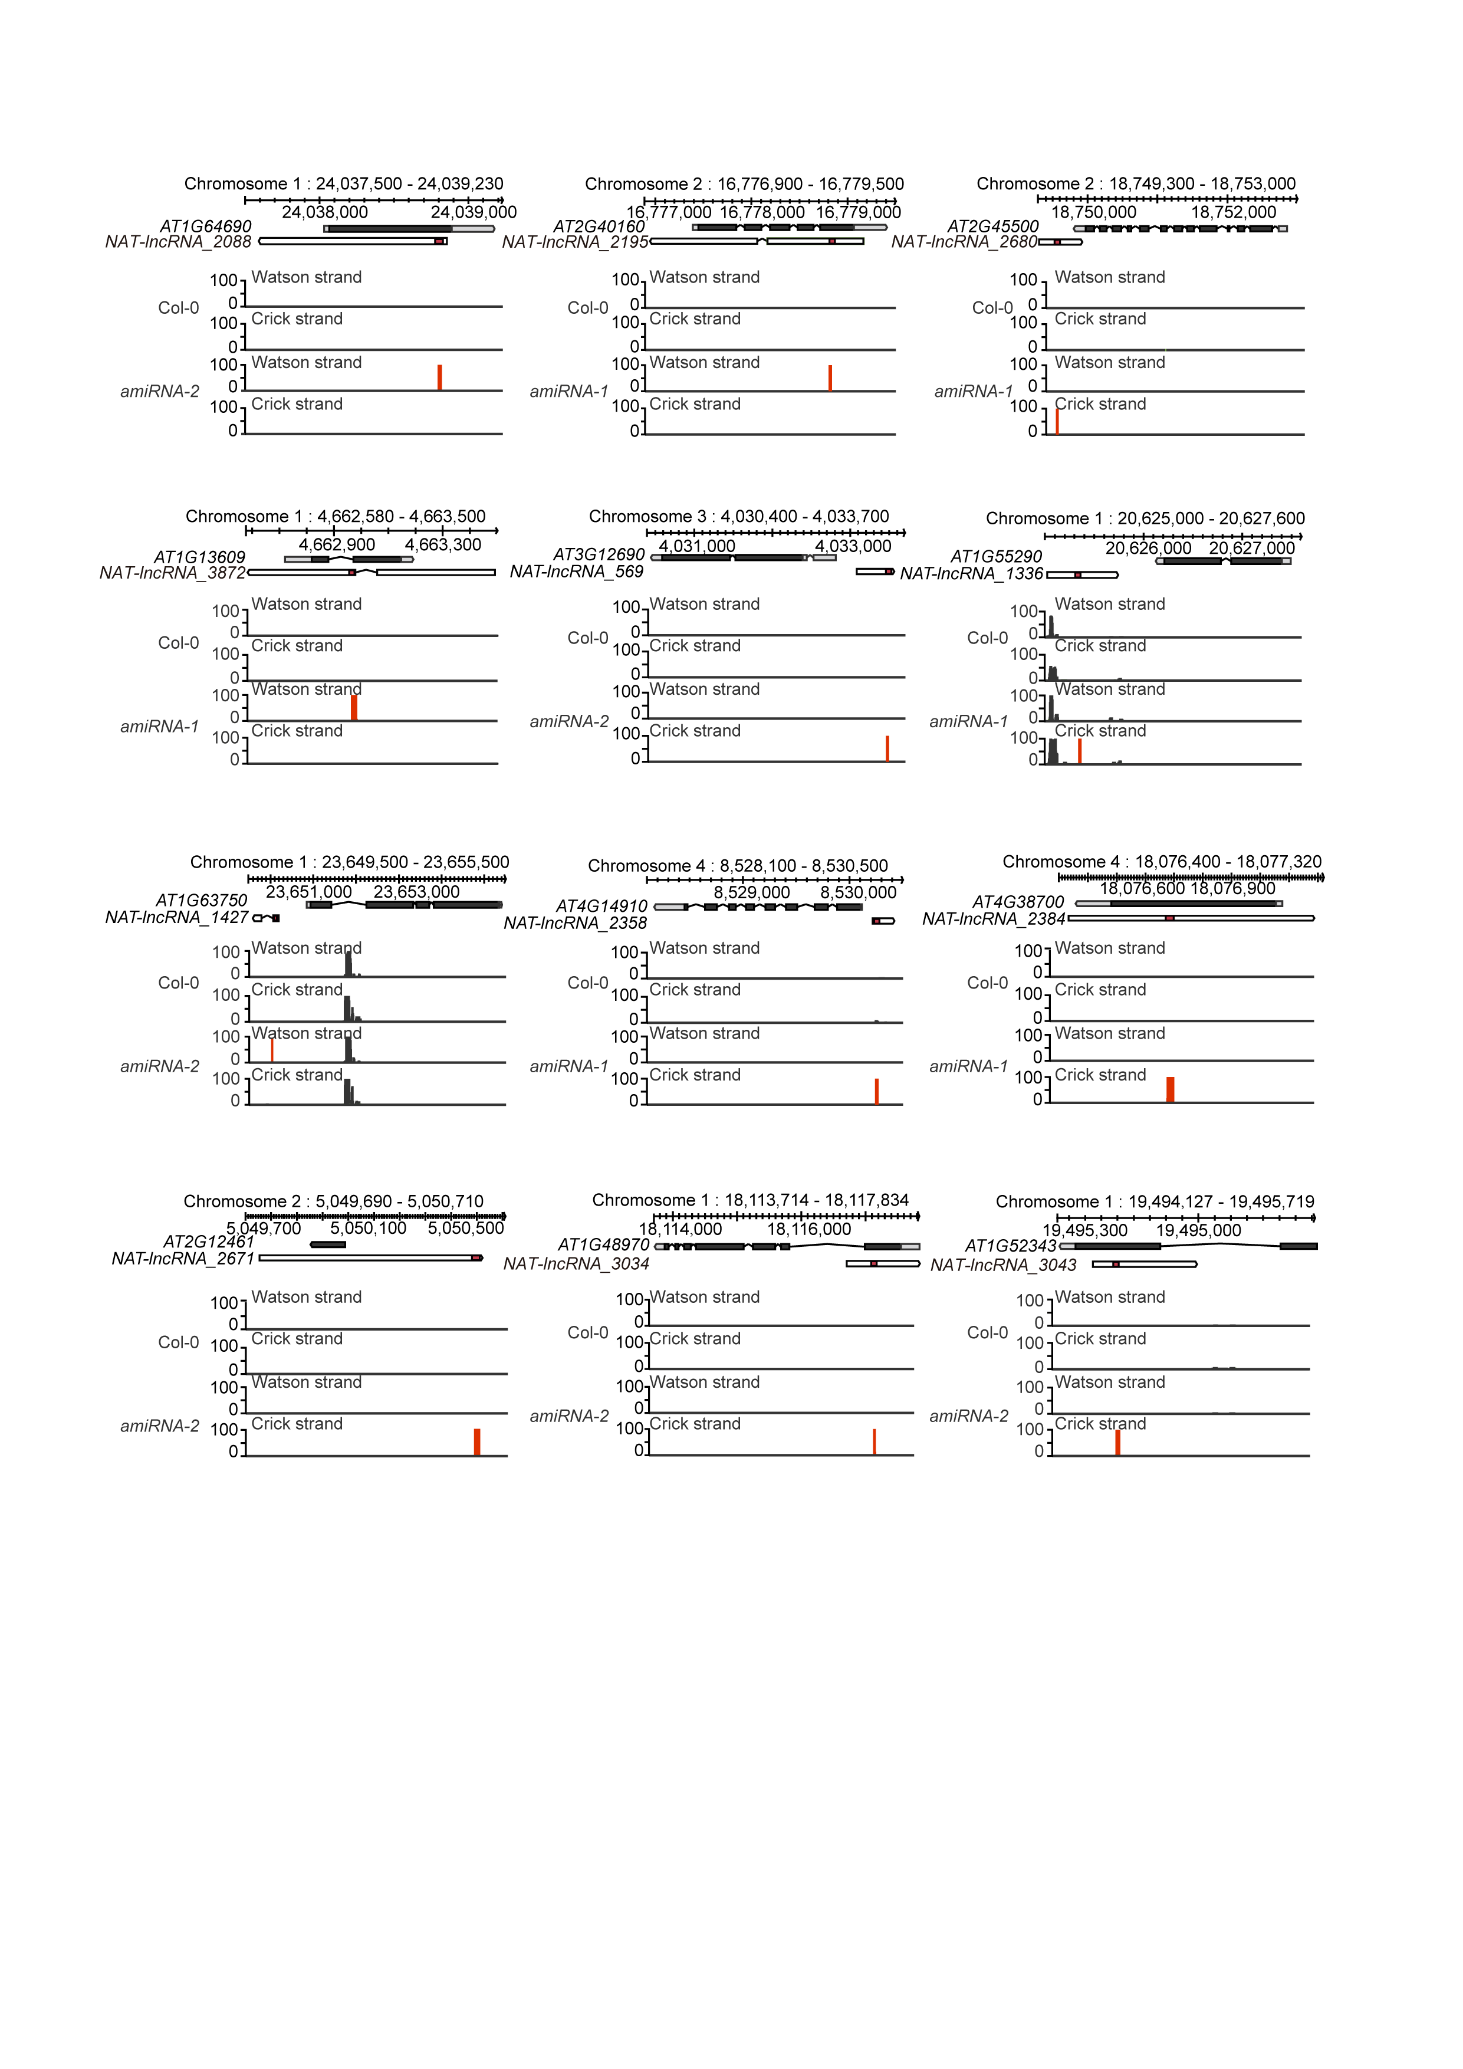
**

**Supplementary Figure 7. amiRNAs do not trigger the production of secondary siRNAs.**

Genome browser views of small RNA-seq signals at twelve randomly chosen NAT-lncRNAs and cognate sense genes in Col-0 and the indicated *amiRNA* knockdown lines, with normalized read counts per million along the y axis. amiRNA signals and target sites on NAT-lncRNAs are shown in red.

**
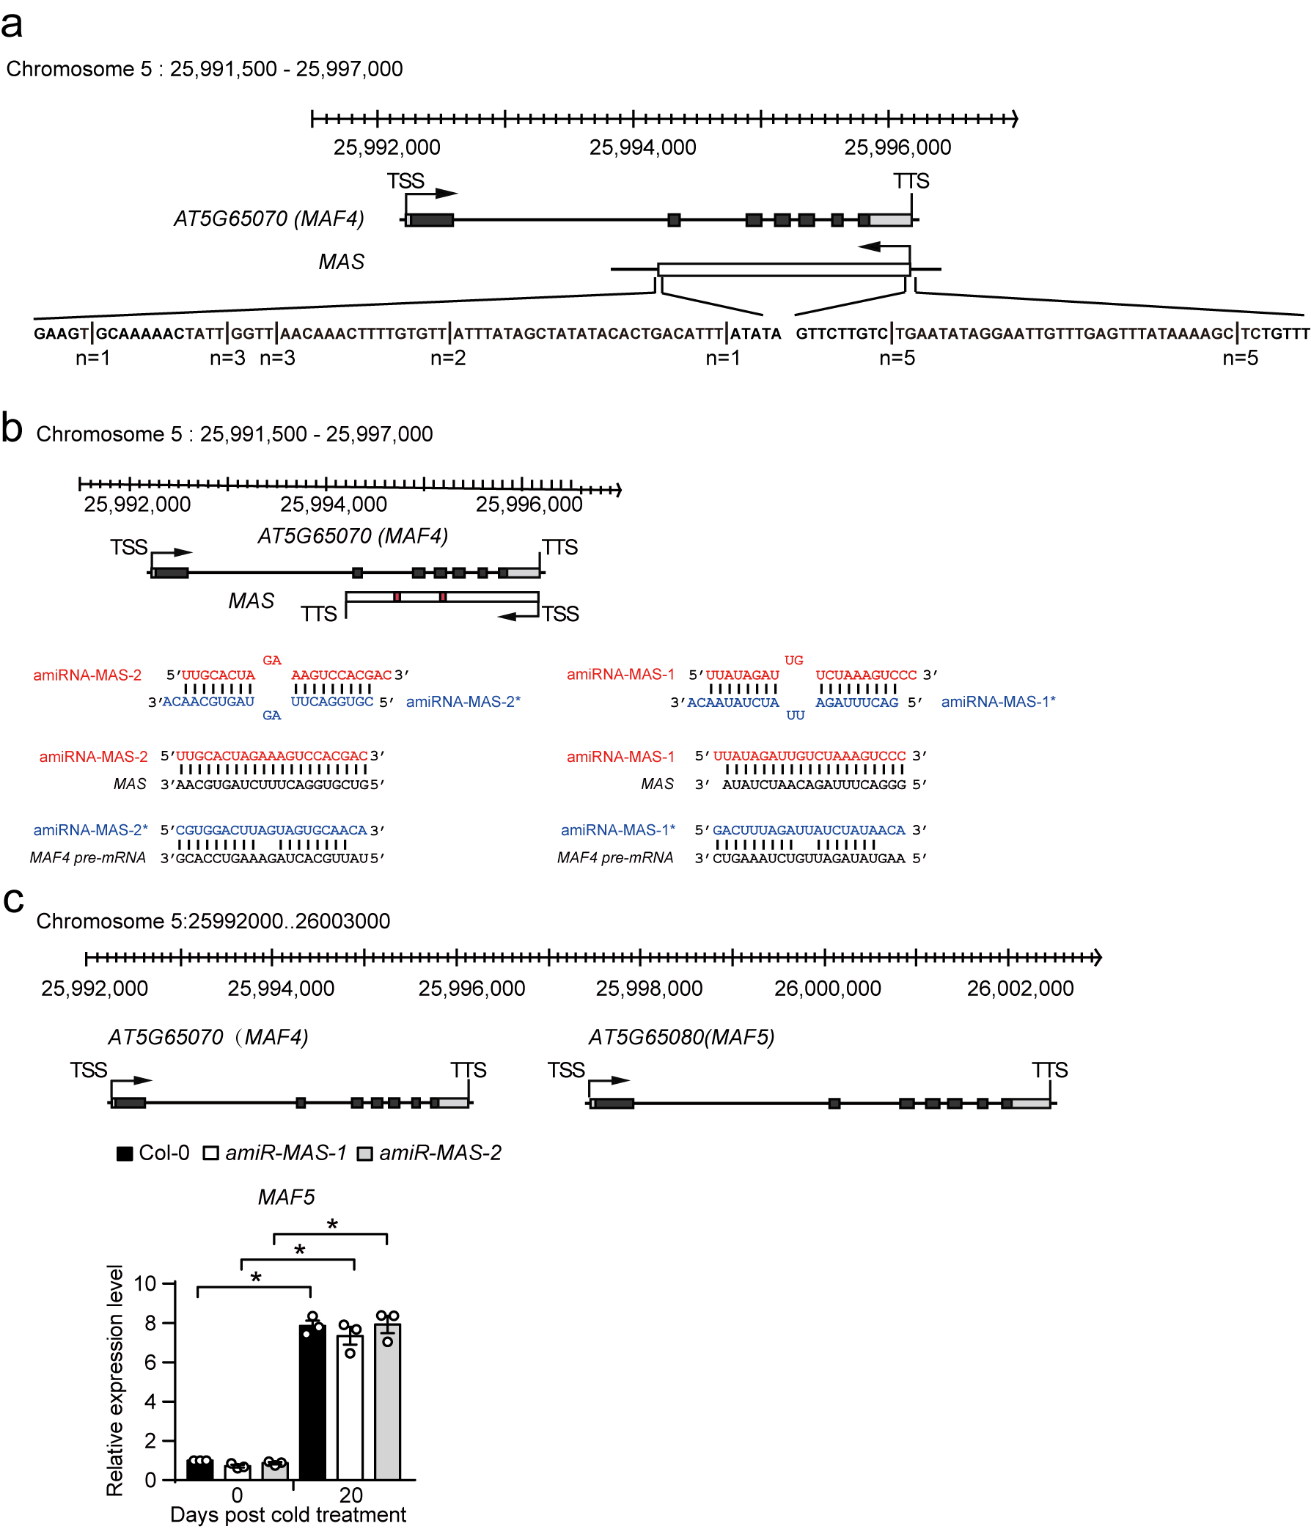
**

**Supplementary Figure 8. Identification of the 5’ and 3’ ends of *MAS* transcript, knockdown of *MAS* by amiRNAs and the effect of *MAS* knockdown on *MAF5* expression.**

**a,** Transcriptional start and stop sites of *MAS* were determined by 5’ and 3’ RACE. 

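RACE (rapid amplification of cDNA ends) copies an RNA from a known internal stretch out to its end, and the end of each cloned product is then read by sequencing. MAS is transcribed from the minus strand of chromosome 5, opposite MAF4 (AT5G65070), which lies on the plus strand from 25992193 to 25996202 in TAIR10.1 and has 7 exons in its main annotated transcript. The sequences printed in panel a were placed on the reference genome. The 5′ ends of 5 clones fell at 25996152 and those of the other 5 clones at 25996184, both in the 3′ untranslated part of MAF4 exon 7. The 3′ ends were at 25994242 (1 clone), 25994215 (2 clones), 25994199 (3 clones), 25994195 (3 clones) and 25994183 (1 clone), all within MAF4 intron 1, which runs from 25992495 to 25994432. Between the closest and the farthest of these ends, MAS is 1911 to 2002 nt long if it is not spliced, and it covers exons 2 to 6 of MAF4 and part of exon 7. The printed sequence around the 3′ ends has 68 bases and differs by 1 base from the matching 69-base stretch of the reference, whereas the sequence of 48 bases around the 5′ ends matched the reference exactly.

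**Figure D3:**
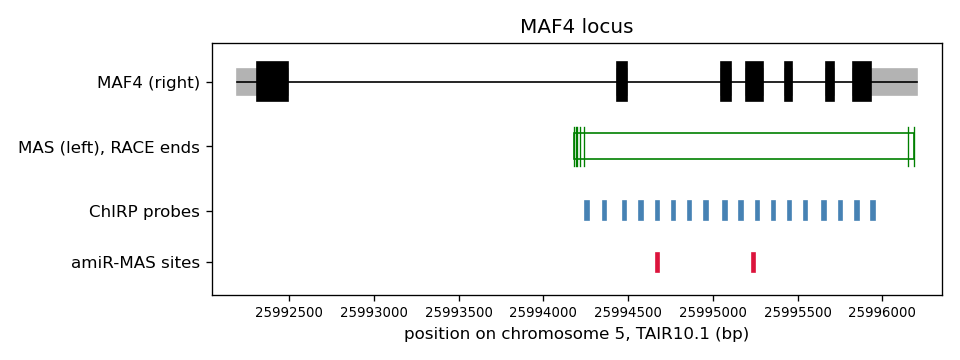
Map of the MAF4 locus on chromosome 5 of TAIR10.1 (x axis, position in bp), with MAF4 exons (black, coding; gray, untranslated) on the plus strand, MAS between its farthest RACE ends on the minus strand (green, a vertical line for each end), the 18 ChIRP probes (blue) and the sites of the artificial miRNAs against MAS (red). All MAS 3′ ends lie in intron 1 and both 5′ ends lie in exon 7.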

Ten independent sub-clones of 5’ or 3’ RACE products were sequenced. **b,** Upper panel, genome browser view of *MAF4* and *MAS*. Lower panel, sequences of two amiRNA (amiR-MAS-1 and amiR-MAS-2) duplexes for *MAS* knockdown, amiRNA target sites on *MAS* and potential amiRNA*** target sites on *MAF4* mRNA. **c,** Detection of *MAF5* expression by RT-qPCR in Col-0 and two *MAS* *amiRNA* knockdown lines *amiR-MAS-1/2* before (0 d) and after 20 d of cold exposure. 

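An artificial miRNA (amiRNA) is a designed RNA of 21 nt that directs cleavage of transcripts complementary to it. Because MAS is antisense to MAF4, an amiRNA that pairs with MAS has the same sequence as the MAF4 strand, and its passenger strand is the one that can pair with MAF4 RNA. In TAIR10.1, the sequence TTGCACTAGAAAGTCCACGAC of amiR-MAS-2 matches the plus strand from 25994664 to 25994684, within MAF4 intron 2, which is absent from spliced MAF4 mRNA. The sequence TTATAGATTGTCTAAAGTCCC of amiR-MAS-1, without its 5′ base, matches the plus strand from 25995231 to 25995250, within exon 4 and the coding sequence of MAF4. The MAF4 amiRNA, TGGGACTTTAGACAATCTATA, lies on the minus strand at the same place, again without its 5′ base. MAF5 (AT5G65080), whose expression is measured in panel c, lies on the same strand from 25997504 to 26002619, with 1301 bp between its start and the end of MAF4.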

Error bars represent s.e.m (n=3), asterisks indicate a significant difference between the indicated groups (*t* test, *P* value < 0.05). Source data are provided as a Source Data file.

**
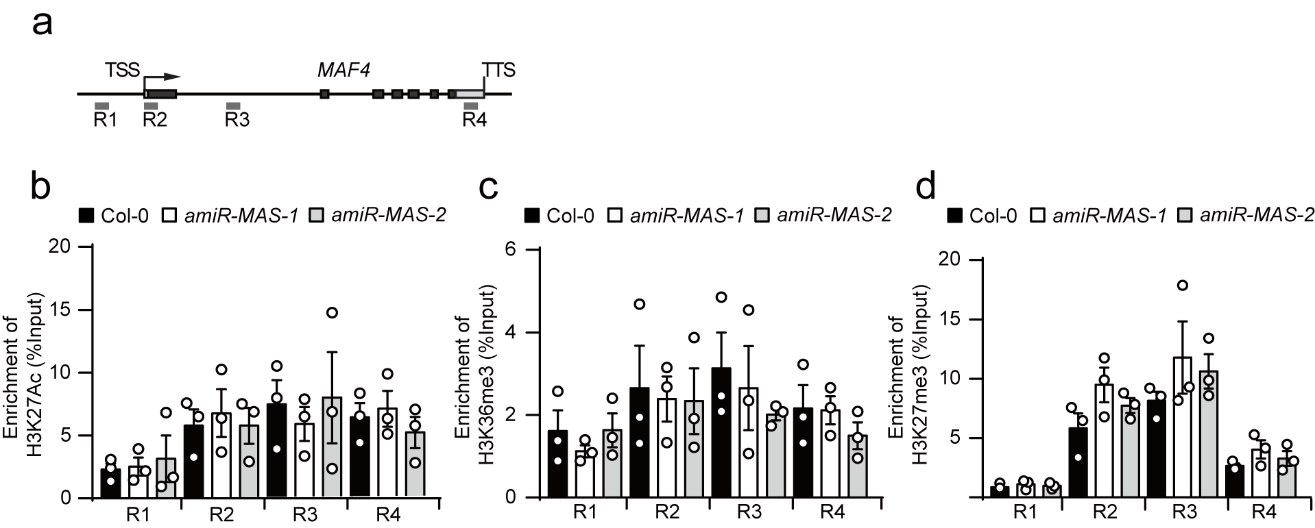
**

**Supplementary Figure 9. *MAS* does not regulate H3K27Ac, H3K36me3 and H3K27me3 deposition at *MAF4*.**

**a**, schematic representation of *MAF4* locus. 

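In the TAIR10.1 annotation, MAF4 (AT5G65070) has 6 transcripts and spans 4010 bp on the plus strand of chromosome 5. Its coding sequence runs from 25992310 in exon 1 to 25995930 in exon 7. Exon 1 covers 25992193 to 25992494, and the first intron of 1938 bp separates it from exon 2, at 25994433 to 25994490. The remaining introns are between 89 and 556 bp long. The 18 ChIRP probes against MAS lie between 25994248 and 25995954 and all have the sequence of the plus strand, so that they are complementary to MAS. Of these, 11 lie in MAF4 introns and 7 overlap an exon.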

The positions of primers (R1 to R4) used for ChIP-qPCR are indicated. **b**-**d**, Detection of H3K27Ac, H3K36me3 and H3K27me3 levels in Col-0 and *amiR-MAS-1/2* lines after 20 d of cold exposure by ChIP-qPCR. Error bars represent s.e.m (n=3). Source data are provided as a Source Data file.

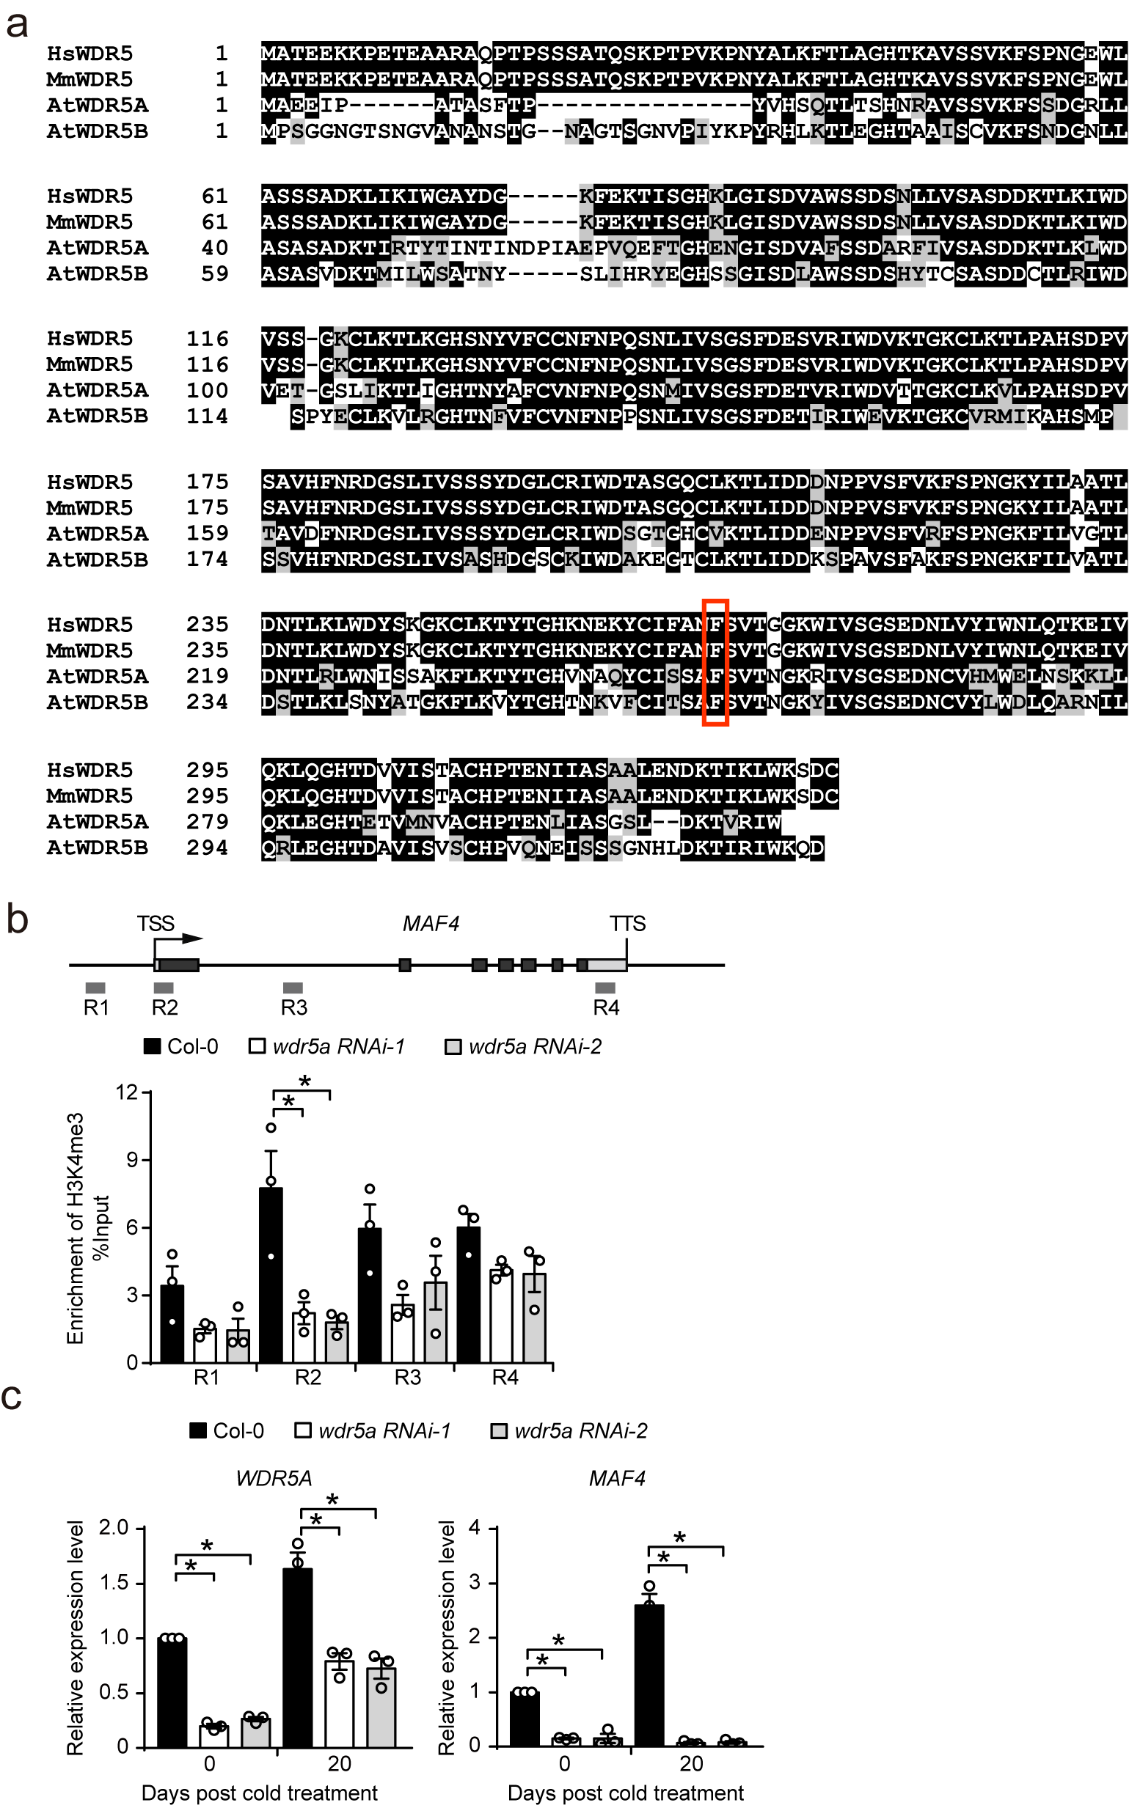

**Supplementary Figure 10. WDR5a is involved in the regulation of *MAF4* expression.**

**a**, Multiple sequence alignment of *Arabidopsis* WDR5a (AtWDR5a, At3g49660) and WDR5b (AtWDR5B, At4g02730) with *Homo sapiens* WDR5 (HsWDR5) and *Mus musculus* WDR5 (MmWDR5). Identical residues are shaded by black, and similar residues are shaded by gray. A conserved phenylalanine residue required for lncRNA binding is highlighted by a red frame. **b**, Upper panel, schematic representation of the *MAF4* locus. The positions of primers (R1 to R4) used for ChIP-qPCR are indicated. Lower panel, Detection of H3K4me3 levels in Col-0 and *wdr5a RNAi*-1/2 lines after 20 d of cold exposure by ChIP-qPCR. **c**, Detection of *WDR5a* and *MAF4* in Col-0 and *wdr5a RNAi*-1/2 lines before (0 d) and after 20 d of cold exposure. In **b**,**c**, error bars represent s.e.m (n=3), asterisks indicate a significant difference between the indicated groups (*t* test, *P* value < 0.05). Source data are provided as a Source Data file.

**Supplementary Methods**

**Plant materials and generation of transgenic lines**

The *maf4-1* mutant (Salk_028506C) was obtained from ABRC. The *wdr5a* RNAi-1/2 lines were described^1^.

To generate transgenic lines expressing FLAG-tagged WDR5a, genomic sequence of *WDR5a* fused with an N-terminal 3×FLAG tag was cloned into the pENTR-D TOPO (Invitrogen). WDR5A^F250A^ was generated by site-directed mutagenesis. *FLAG-WDR5a* and *FLAG-WDR5a^F250A^* were recombined into pMDC32 by LR reactions. amiRNAs constructs targeting NAT-lncRNAs and *MAF4* were constructed, using pre-miR159 as backbone as described^2^. The genomic sequence containing *MAF4* with its putative promoter and *MAS* was reversely inserted into the pER8 vector^3^ by using In-Fusion cloning (Clontech) to generate an inducible expression construct for *MAS*. The genomic sequence of *MAS* was put downstream of a 35S promoter in pMDC32 to obtain the *MAS* overexpression construct. The primers used for cloning are listed in Supplementary Data ^9^. All constructs were introduced into *Agrobacterium* strain GV3101 for plant transformation. Transgenic plants were constructed using a floral dip method ^4^. Positive transformants were selected by antibiotic markers and confirmed by RT-qPCR, Northern blot or Western blot.

**Library preparation and sequencing**

RNAs were first fragmented by partial alkaline hydrolysis at 95°C. The resulting fragmented RNAs were separated on 12% Urea-PAGE and RNAs of 60 nt in length were recovered. The 3’ adaptor (5’-pAGA UCG GAA GAG CGG UUC AGC-3’) and the 5’ adaptor (5’-ACG ACG CUC UUC CGA UCU-3’) were ligated to the recovered 60 nt RNAs. After reverse transcription by the RT-primer (5’-GCT GAA CCG CTC TTC CGA TCT-3’), cDNAs were amplified with primers (primer-F 5’-AAT GAT ACG GCG ACC ACC GAG ATC TAC ACT CTT TCC CTA CAC GAC GCT CTT CCG ATC T-3’, primer-R 5’-CAA GCA GAA GAC GGC ATA CGA GAT CGG TCT CGG CAT TCC TGC TGA ACC GCT CTT CCG ATCT-3’) so that the products for sequencing were compatible with the Illumina sequencing platform. The quality of libraries was checked by BioAnalyzer 2100 (Agilent) and the libraries were sequenced on the Illumina Genome Analyzer IIx platform. cDNA libraries for ABA, drought, and cold treated samples were constructed by a dUTP based method with a commercial kit (NEXTflex^TM^ Rapid Directional RNA-Seq Kit, Bioo). The quality of each library was examined by BioAnalyzer 2100 (Agilent) and sequencing was performed on Illumina sequencing platform.

**ChIP**

Two-week-old seedlings subjected to 20 d cold treatment (about 2 g) were ground into fine powder in liquid nitrogen and suspended in 10 mL of nuclear isolation buffer (20 mM Tris-HCl pH 7.5, 20 mM KCl, 2 mM EDTA, 2.5 mM MgCl_2_，25% glycerol, 250 mM sucrose and 1x protease inhibitor). For crosslinking, formaldehyde was added to reach the final concentration 1%. The samples were incubated at 4°C for 20 min with rotation and the reactions were stopped by the addition of 2 M Glycine (final concentration is 0.125 M). The extracts were then filtered through two layers of Miracloth and centrifuged at 1,500 g for 10 min at 4°C. The nuclear pellets were washed with 10 mL of extraction buffer (20 mM Tris-HCl pH 7.5, 2.5 mM MgCl_2_, 25% glycerol, 0.2% Triton X-100 and 1× protease inhibitor) and centrifuged at 1,500 g for 10 min at 4°C for several times. The pellets were then resuspended in 300 μL of nuclear lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, 1× protease inhibitor and 0.1 mM PMSF). DNA was fragmented by sonication for 20 min. Then, the nuclear extract was diluted with ChIP dilution buffer (1.1 % Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.0, 167 mM NaCl, 0.1 mM PMSF and 1× protease inhibitor) to a final volume of 3 mL. After centrifugation at 12,000 rpm at 4°C for 10 min, the supernatant was incubated with one of the following antibodies: rabbit polyclonal anti-WDR5 (ab75439, Abcam, 1:150), rabbit polyclonal anti-H3K4me3 (04-745, Millipore, 1:250) , rabbit polyclonal anti-H3K27ac (ab4729, Abcam, 1:250), rabbit polyclonal anti-H3K36me3 (ab9050, Abcam, 1:250) and rabbit polyclonal anti-H3K27me3 (07-449, Millipore, 1:250) at 4°C for 6 h with rotation. The antibody-protein complexes were isolated by protein A magnetic beads (16-661, Millipore) or anti-FLAG M2 Magnetic Beads (M8823, Sigma). Beads were washed twice with each of the following solutions for 5 min at 4°C: high salt buffer (500 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA and 20 mM Tris-HCl pH 8.0); low salt buffer (150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA and 20 mM Tris-HCl pH 8.0); LiCl-containing buffer (0.25 mM LiCl, 1% NP-40, 1% sodium doxycholate, 1 mM EDTA, and 10 mM Tris-HCl pH 8.0), and TE Buffer (10 mM Tris-HCl pH 8.0, and 1 mM EDTA). Then, IPed proteins were eluted with 200 µL of elution buffer (1% SDS and 0.1 M NaHCO_3_). The crosslinking was reversed in 0.2 M NaCl at 65°C overnight and then digested with proteinase K at 45°C for 1 h. Subsequently, the DNA was purified by phenol/chlorophorm extraction and precipitated by ethanol.

**Nuclear run-on assay**

About 1 g of seedlings was ground into fine powder in liquid nitrogen and suspended in 10 mL of nuclear isolation buffer (20 mM Tris-HCl pH 7.5, 20 mM KCl, 2 mM EDTA pH 8.0, 2.5 mM MgCl_2_, 25% glycerol, 250 mM sucrose and 1× protease inhibitor). The extracts were then filtered through two layers of Miracloth and centrifuged at 1,500 g for 10 min at 4°C. The nuclear pellets were washed with 10 mL of extraction buffer (20 mM Tris-HCl pH 7.5, 2.5 mM MgCl_2_, 25% glycerol, 0.2% Triton X-100 and 1× protease inhibitor) and centrifuged at 1,500 g for 10 min at 4°C. The pellets were then resuspended in 50 μL nuclei storage buffer (50 mM Tris-HCl pH 7.8, 10 mM 2-mercaptoethanol, 20% glycerol, 5 mM MgCl_2_, 0.44 M sucrose). The run-on assay was performed in 1× transcription assay buffer (50 mM Tris-HCl pH 7.5, 5 mM MgCl_2_, 150 mM KCl, 0.1% sarkosyl, 2 U/mL RNase inhibitor, 10 mM DTT, 10 mM ATP, 10 mM CTP, 10 mM GTP, 10 mM BrUTP) at 30°C for 30 min. The reaction was stopped by adding 600 μL of TRIzol reagent, and RNA was extracted followed by the DNase I treatment to remove genomic DNA. The purified RNA was incubated with 2 μg mouse monoclonal anti-BrdU antibody (ab1893, Abcam, 1:250) at 4°C for 2 h and then immune-precipitated with Dynabeads Protein G (Invitrogen) pre-coated with yeast tRNA (Sigma) for 1 h. Co-precipitated RNA was extracted by TRIzol and used for RT-qPCR.

**Supplementary References**

1. Jiang, D., Gu, X. & He, Y. Establishment of the winter-annual growth habit via FRIGIDA-mediated histone methylation at FLOWERING LOCUS C in Arabidopsis. *Plant Cell* **21**, 1733-46 (2009).

2. Niu, Q.W. *et al.* Expression of artificial microRNAs in transgenic Arabidopsis thaliana confers virus resistance. *Nat Biotechnol* **24**, 1420-8 (2006).

3. Zuo, J., Niu, Q.W. & Chua, N.H. Technical advance: An estrogen receptor-based transactivator XVE mediates highly inducible gene expression in transgenic plants. *Plant J* **24**, 265-73 (2000).

4. Clough, S.J. & Bent, A.F. Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana. *Plant J* **16**, 735-43 (1998).

# Supplementary material for: Global identification of Arabidopsis lncRNAs reveals the regulation of MAF4 by a natural antisense RNA
**Source:** Nat Commun. 2018 Nov 29;9:5056. doi: 10.1038/s41467-018-07500-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** Summary of RNA-seq data generated in this study.

**Title:** Supplementary Data 2

**Description:** List and expression profile of lncRNAs.

**Title:** Supplementary Data 3

**Description:** List, expression levels and statistical analysis of poly(A)+/poly(A)- lncRNAs.

**Title:** Supplementary Data 4

**Description:** List, expression levels and statistical analysis of nuclear/cytosolic enriched lncRNAs.

**Title:** Supplementary Data 5

**Description:** List, expression levels and statistical analysis of tissue-specific lncRNAs.

**Title:** Supplementary Data 6

**Description:** List, expression levels and statistical analysis of lncRNAs differentially expressed response to ABA treatment.

**Title:** Supplementary Data 7

**Description:** List, expression levels and statistical analysis of lncRNAs differentially expressed response to drought treatment.

**Title:** Supplementary Data 8

**Description:** List, expression levels and statistical analysis of lncRNAs differentially expressed response to cold treatment.

**Title:** Supplementary Data 9

**Description:** Primers used in this study.

**Title:** Source data

**Description:** Statistical analysis and uncropped gels underlying Figures 2-6 and Supplementary Figures 2-3, 5-6 and 8-10.

# Supplementary material for: Global identification of Arabidopsis lncRNAs reveals the regulation of MAF4 by a natural antisense RNA
**Source:** Nat Commun. 2018 Nov 29;9:5056. doi: 10.1038/s41467-018-07500-7
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Trimmomatic-0.30, TopHat v2.0.10, cufflinks v2.2.1, R version 3.1.0, Bedtools Version 2.19.1, perl, v5.10.1, and edgeR.

Data analysis

Trimmomatic-0.30 was used for NGS raw reads processing, TopHat v2.0.10 was used for ssRNA-seq short reads mapping, cufflinks v2.2.1 was used for novel lncRNAs annotation, R version 3.1.0 was used for statistical test and generating heatmap or boxplot in this study, bedtools Version 2.19.1 was used for classification of different types of lncRNAs.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-Seq and sRNA-seq datasets generated in this study can be found in the NCBI Gene Expression Omnibus under accession number GSE42695 [<https://>

www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE42695] and GSE120709 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120709]. The source data underlying Figures 2-6 and Supplementary Figures 2-3, 5-6 and 8-10 are provided as a Source Data file. All other data that support the findings of this study are available from the corresponding author upon request.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                   |
|-----------------|-------------------------------------------------------------------|
| Sample size     | The sample sizes are described in the methods and figure legends. |
| Data exclusions | No data were excluded.                                            |
| Replication     | All attempts at replication were successful.                      |
| Randomization   | All samples were collected randomly.                              |
| Blinding        | The experiments were not blinded.                                 |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

## Antibodies

|                 |                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-WDR5 (ab75439, Abcam), anti-FLAG (F1804, Sigma), anti-H3K4me3 (04-745, Millipore), anti-BrdU (Ab1893, Abcam), anti-H3K27ac (ab4729, Abcam), anti-H3K36me3 (ab9050, Abcam), anti-H3K27me3 (07-449, Millipore) |
| Validation      | All the antibodies are available and have been clearly described in the paper.                                                                                                                                    |

How the deposited data were processed for this re-analysis (not part of the article)

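The files analysed hold 9 RNA-seq libraries from Arabidopsis ecotype Col-0 and 2 RNA immunoprecipitation (RIP) libraries, with 1 library per condition (no replicates). Conditions were taken from the sample labels and from Supplementary Data 1 of the paper. The RNA-seq libraries are poly(A)+, total and poly(A)− RNA from whole cell extract, total and poly(A)− RNA from the nuclear and cytosolic fractions of seedlings, and poly(A)+ and total RNA from inflorescence. For the inflorescence total RNA library, the labels name a nuclear extract and the paper names none, so no extract was assigned. The RIP libraries are a mock RIP and a RIP of CLF (CURLY LEAF, a histone methyltransferase) from seedlings, which the paper does not mention. A sample labelled as H3K27me3 ChIP-seq had no processed file and was left out.

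For the RNA-seq libraries, the deposited values are FPKM, which the authors computed with Cuffdiff from reads aligned by TopHat to TAIR10 with up to 5 alignments per read, according to the paper's methods. Those methods describe the final lncRNA annotation, whereas the files list 1353 lncRNAs under serial numbers without positions, whose parameters are not stated. For the RIP libraries, the deposited values are RPM (reads on each lncRNA, scaled to the reads of the library). This unit was inferred from the values, which are whole multiples of a single step in each file. The step corresponds to 33657398 reads for the mock RIP and 33865534 reads for the CLF RIP, of which 151217 and 371500 fell on lncRNAs. The smallest amount that 3 reads can show is 0.0891 RPM in the mock RIP and 0.0886 RPM in the CLF RIP. For the RNA-seq libraries the files give no counts, so no confidence interval or detection floor was computed. Their depth, from Supplementary Data 1, was between 20853358 and 24419723 mapped reads.

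No values were normalized again for the main results. Ratios between 2 libraries were computed as log2((a + 0.01)/(b + 0.01)), because the log2 ratios in Supplementary Data 3 and 4 follow from their FPKM values with this pseudocount. Transcripts with a value of at least 1 in either library were kept, and those with a log2 ratio of at least 1 in size (a fold of 2) were counted in each direction. The minimum of 1 FPKM, which is the abundance cutoff of the paper's annotation, took the place of the paper's P-value, which needs reads that are not in the files analysed here. For the RIP libraries a Fisher's exact test per lncRNA had been planned if the files held raw counts. As the unit is RPM, the planned count of ratios was used in its place.

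The expression of lncRNAs and protein-coding genes was compared with a one-tailed permutation test of the rank sum, the means of log10 FPKM (as an alternative) with a one-tailed permutation test of the mean, and median log2 ratios with a two-tailed permutation test of the difference in medians, each with 100000 permutations of the class labels and a seed of 1. The smallest p these can give is 1e-05. Such tests run across transcripts, which are not independent replicates. No test across samples was run, as each condition had 1 library. Libraries sharing an extract or an RNA type were not pooled for such a test. Correlations across lncRNAs are Spearman's rho with a permutation p, adjusted by the Benjamini-Hochberg method over the 2 relations computed. Modes of log10 FPKM come from a Gaussian kernel density.

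The genes and lncRNAs named in the text follow a rule set before the processed files arrived: every lncRNA and gene that the paper names and that is in the files, and in the poly(A) and nuclear/cytosolic comparisons the 3 lncRNAs with the largest change in each direction among those past the cutoffs. The lncRNAs the paper names could not be found in the files, since the serial numbers differ. For the RIP libraries, which this rule does not cover, a few lncRNAs were chosen after seeing the data.

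Alternatives were set before the processed files arrived and are given in the closing section: other pseudocounts, other FPKM minimums, a fold of 4, other libraries, genes matched to lncRNAs by expression, and rescaling by the median ratio of protein-coding genes with FPKM of at least 1 in both libraries (15.9 over 6727 genes for poly(A)+ against poly(A)− RNA, and 2.15 over 7126 genes for nuclear against cytosolic total RNA). Rescaling changes the ratios only, and the minimum is applied to the deposited values. In a first run the minimum had been applied after rescaling, which changes 2 choices at once. This was corrected after the values had been seen, and the values of the first form are given beside those of the corrected form.

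The reference was TAIR10.1 with its annotation, whereas the authors used TAIR10. The annotated genes differ between them, as 428 of the 25245 listed identifiers are not in the TAIR10.1 annotation. Oligonucleotide and RACE sequences were copied from the paper's supplement and its figures and placed on chromosome 5 by exact matching, except for the sequence around the MAS 3′ ends, which was placed by its smallest edit distance. For protein-coding genes, a stretch of 50 bases shared with the organelle genomes or with an annotated rRNA, tRNA, snRNA or snoRNA gene was searched on both strands, and shares were compared by Fisher's exact test.

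The counting and the tests were checked on simulated data. All simulated changes were found, and no unchanged transcript was counted. This recovery checks only that the counting works as written. It gives no error rate for the RNA-seq libraries, whose sampling error is unknown because the files hold no read counts. Among simulated comparisons without a difference, the median test gave small p values more often than it should in a first short run, and close to the nominal rate in a longer run drawn in the same way. The scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

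Sentences about tissues, ABA, drought, cold, RT-qPCR, ChIP and transgenic lines were left without added data, because their samples are not in the files analysed here. Supplementary Data 2 could be read for 1998 lincRNA rows only.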

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

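The RIP libraries are not mentioned in the paper. Of 514 lncRNAs with at least 1 RPM in either library, 214 had a CLF RIP value at least 2 times the mock RIP value and 16 had the opposite, with a median log2 ratio of 0.818 (1 library each, no replicates). This was flagged because the signal lies above that of the mock RIP in data the paper does not report on. lncRNAs took 1.10% of the CLF RIP reads and 0.449% of the mock RIP reads. Among the most abundant lncRNAs, chosen after seeing the data, lncRNA_540 had 1586 RPM in the CLF RIP and 183 RPM in the mock RIP, lncRNA_539 had 1574 and 152 RPM, and lncRNA_1170 had 1050 and 379 RPM. The predictions for the tests in this part were written before the tests were run.

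Technical explanations for the RIP difference were tested in turn. A uniform shift of all lncRNA values could not be separated from enrichment. Rescaling the CLF RIP by the median ratio of 1.59 (380 lncRNAs with at least 1 RPM in both libraries) left 71 lncRNAs higher and 44 lower (61 and 44 with the minimum applied after rescaling, as in the first run). The scale comes from the same lncRNAs that are counted, so it centres their ratios whatever the cause, and the near balance is no evidence for either explanation. The RIP files hold no other RNAs from which a scale could be taken. Noise in lncRNAs with few reads was tested with a minimum of 10 RPM, which left 61 higher and 3 lower, so the imbalance did not rest on those lncRNAs. If the CLF RIP held more nuclear RNA, its ratios could follow the nuclear/cytosolic ratios. Spearman's rho across 326 lncRNAs was -0.00275 (permutation p = 0.9601, adjusted p = 0.9601). This rho cannot decide the question. Of the 577 lncRNAs compared between the fractions, 532 were higher in the nuclear library, so extra nuclear RNA could raise nearly all alike. For 361 with nuclear FPKM of at least 1, the cytosolic FPKM was 0 and the pseudocount set the ratio. Dependence on the amount of each lncRNA in seedlings gave a rho of -0.0943 across 514 lncRNAs (permutation p = 0.03341, adjusted p = 0.06682), just under the size of 0.1 set beforehand as the limit. lncRNAs are not independent replicates in either correlation. As the files give no test of a uniform shift, the pattern cannot be told apart from one, and differences in library preparation could not be tested with 1 library each. The pattern is therefore not put forward as binding of lncRNAs by CLF.

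In poly(A)− RNA of seedlings, a comparison the paper does not report, 344 of 390 lncRNAs were at least 2 times higher in the nuclear than in the cytosolic library and 19 had the opposite (1 library each, no replicates). Among 11904 protein-coding genes, 6550 were higher in the nuclear library and 461 in the cytosolic library. It was flagged as a signal in a comparison outside those the paper discusses. A shift of all RNAs between the libraries was tested by rescaling with the median gene ratio of 1.49, which left 330 lncRNAs higher in the nuclear library and 26 higher in the cytosolic library (330 and 37 with the minimum applied after rescaling). Loss of weakly expressed lncRNAs from the cytosolic library was tested with a minimum of 5 FPKM, which left 87 and 2. The imbalance remained among lncRNAs with at least 5 FPKM in either library. The rescaling cannot decide whether a shift lies behind it. In the cytosolic poly(A)− library, 1019 of the 1353 lncRNAs listed had FPKM of 0. Where nuclear FPKM is at least 1 and cytosolic FPKM is 0, the pseudocount sets the ratio. A scale of 1.49 cannot bring such a ratio below 2. How many of the 390 lncRNAs are of this kind was not counted. In the nuclear library a single gene, AT2G01021, held 77.8% of the summed gene FPKM, against 22.1% in the cytosolic library. A share of summed FPKM is not a share of reads, and whether this gene lowered the other nuclear values was not tested. The purity of the fractions and differences in library preparation could not be tested with single libraries. Retention of non-polyadenylated lncRNAs in the nucleus may account for the imbalance, as a hypothesis. It cannot be told apart from those untested explanations or from a shift between the libraries.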

How the results depend on the processing

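All alternatives named here were fixed before the processed files arrived, except those described as added. Of the 70 values obtained under these, 36 stayed on the same side or within 1.5 times the main value and 34 did not. Of 16 added values, 4 did and 12 did not. None reversed the sign of a tested difference. The replicate block was not run because there was 1 library per condition. For the same reason, leaving out replicates and other splits of the samples do not apply.

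The lower expression of lncRNAs than of protein-coding genes and the higher nuclear/cytosolic ratio of lncRNAs kept their direction under every alternative, but not their size. The difference in log10 maximum FPKM was -0.497 for medians and -0.0727 for means (permutation p = 0.00778), where genes with FPKM of 0 enter at the pseudocount, and the nuclear/cytosolic difference fell from 5.41 to 0.444 with a pseudocount of 1. The lower median poly(A)+/poly(A)− ratio of lncRNAs also kept its direction, but its size and its test depended on the setting. Against genes matched by expression, the difference was -0.0977 (permutation p = 0.6253) in place of -0.208 (p = 8.1e-04). It was -0.518 and -1.43 with pseudocounts of 0.1 and 1, -2.63 without a minimum and -4.30 with a minimum of 5 FPKM (p = 1e-05 for each of these, the smallest the permutations can give). Matching replaces the mostly abundant genes with genes near the FPKM of the lncRNAs.

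Without the FPKM minimum, lncRNAs with low values in both libraries enter the counts: 679 higher in poly(A)+ and 173 higher in poly(A)− RNA, 35 higher in the cytosolic fraction, 622 and 62 in nuclear and cytosolic poly(A)− RNA, 465 and 370 in inflorescence and seedling, and 456 and 119 in CLF and mock RIP. With a minimum of 5 FPKM, most lncRNAs leave: 78 remained higher in poly(A)+ RNA, while 77 against 107 remained higher in poly(A)− RNA, and 112 and 1 were higher in the nuclear and cytosolic fractions of total RNA. Added after seeing the data, the same minimum left 87 and 2 in poly(A)− RNA.

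Rescaling by the median gene ratio asks for enrichment relative to mRNAs. It gave 235 lncRNAs higher in poly(A)+ RNA and 214 higher in poly(A)− RNA, and 29 higher in the cytosolic fraction. Among genes, whose ratios this scale centres, 3912 were then higher in poly(A)+ RNA and 2280 in poly(A)− RNA. In total RNA, 6011 genes were then higher in the nuclear fraction and 1369 in the cytosolic fraction. With the minimum applied after rescaling, a form kept as an added alternative, 235 lncRNAs were higher in poly(A)+ RNA and 358 in poly(A)− RNA. The larger count thus changed sides, but this form also raised the number of lncRNAs tested from 545 to 691. The change of sides therefore does not come from scaling alone. In the same form, 47 lncRNAs were higher in the cytosolic fraction. The same form gave 37 higher in the cytosolic fraction of poly(A)− RNA. The poly(A)+ majority thus depends on how the libraries are scaled to each other, which the files cannot settle. It also depends on the FPKM minimum. With a minimum of 5 FPKM and no rescaling, 78 lncRNAs were higher in poly(A)+ RNA and 77 in poly(A)− RNA. The list of lncRNAs matters too. With the main cutoffs on the paper's FPKM values of 118 lincRNAs, 10 were higher in poly(A)+ RNA and 105 in poly(A)− RNA.

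In the RIP libraries, a pseudocount of 1 shrinks ratios of small values and left 118 higher in CLF and 7 in mock RIP. Rescaling by the median lncRNA ratio, added after seeing the data, left 71 and 44, or 61 and 44 with the minimum applied after it, but this scale centres the ratios by construction. An added minimum of 10 RPM left 61 and 3.

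The number of lncRNAs detected rose with lower cutoffs in every library, but in inflorescence total RNA it stayed within 1.5 times the main count. With FPKM above 0 and with FPKM of at least 0.1, it was 866 and 838 in whole cell poly(A)+ RNA, 578 and 559 in whole cell total RNA, 499 and 460 in whole cell poly(A)− RNA, 321 and 295 in cytosolic total RNA, 334 and 305 in cytosolic poly(A)− RNA, 871 and 861 in nuclear total RNA, 721 and 708 in nuclear poly(A)− RNA, 1029 and 970 in inflorescence poly(A)+ RNA, and 1185 and 1170 in inflorescence total RNA, where the main count was 810. The files hold no counts for these libraries, so an FPKM of 0 cannot be told apart from an amount below detection. This limits the 202 lncRNAs with poly(A)− FPKM of 0 and the 361 with cytosolic FPKM of 0.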

Differences from the paper's values

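The files list 1353 lncRNAs, against the paper's 6510, and no alternative changes this number. All lncRNA counts below are for the 1353 lncRNAs listed. They are compared with the paper's as counts and not as shares of lists that differ in length. A count near the paper's is therefore not the same share of its list. The cutoffs differ as well, as the paper applied a P-value cutoff, in whose place a minimum of 1 FPKM was used here.

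For lncRNAs higher in poly(A)+ than in poly(A)− RNA, the count was 414 against the paper's 1352, and no alternative closed the gap. For lncRNAs higher in poly(A)− RNA, it was 107 against the paper's 198. The alternatives set before the files arrived, without an FPKM minimum (173) and with rescaling by the median gene ratio (214) came within 1.5 times the paper's count. Pseudocounts of 1 and 0.1, a minimum of 5 FPKM and a fold of 4 did not, nor did the minimum applied after rescaling (358), which was run first and then kept as an added alternative after its values had been seen.

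In total RNA, 532 lncRNAs were higher in the nuclear fraction, against the paper's 239. No alternative closed this gap, with counts from 112 with a minimum of 5 FPKM to 782 without a minimum. For lncRNAs higher in the cytosolic fraction, the count was 12 against the paper's 43. The alternatives set before the files arrived, without a minimum (35) and with rescaling (29) came within 1.5 times the paper's count, as did rescaling with the minimum applied afterwards (47), an added alternative that was chosen after seeing the values. The other alternatives, both pseudocounts, a minimum of 5 FPKM and a fold of 4, did not.

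The mode of the log10 maximum FPKM of protein-coding genes was 1.08, against the paper's value of about 2.8 in Supplementary Fig. 1e, read by eye. It stayed at 1.08 among genes with a maximum of at least 1 FPKM and in the whole cell poly(A)+ library alone, so no alternative closed the gap.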

Other observations

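Of 16846 protein-coding genes tested, 61 were at least 2 times higher in poly(A)− than in poly(A)+ RNA of seedlings without rescaling (1 library each, no replicates). The ratio was largest for AT3G20362, with 16663 FPKM in poly(A)− RNA and 9.04 FPKM in poly(A)+ RNA. AT2G31141 had 2376 and 13.6 FPKM, and AT3G59710 had 430 and 1.50 FPKM. These genes were picked as examples after seeing the data. As a hypothesis, reads shared with organelle DNA or with rRNA, tRNA, snRNA or snoRNA genes may lie behind this group. Of the 59 genes with a position in the annotation, 45 (76.3%) shared a stretch of 50 bases with the organelle genomes or such a gene, against 86 of 16755 other tested genes (0.513%), with p = 3.2e-86 in Fisher's exact test across genes, which are not independent replicates. Many of the 45 sharing genes are neighbours on chromosome 2, between positions 3240494 and 3503476. They may therefore share a single origin, and the p value cannot be read as evidence from 45 separate genes. The prediction for this test was written after the result had been seen. The remaining 14 genes, among them AT2G01021 with 25466 FPKM in poly(A)− RNA, shared no such stretch. Only annotated RNA genes were searched, so reads shared with RNA genes that the annotation lacks cannot be excluded for these 14. No biological explanation was tested.

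In whole cell poly(A)+ RNA, 268 of 701 lncRNAs were at least 2 times higher in inflorescence than in seedlings and 226 were higher in seedlings (1 library each, no replicates). Among 18911 protein-coding genes, 4167 were higher in inflorescence and 4844 in seedlings. The paper's tissue comparison used other libraries.

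Values of genes named in the paper were low in several libraries. MAF4 (AT5G65070) had 0.399 FPKM in seedling whole cell poly(A)+ RNA, 1.54 FPKM in inflorescence poly(A)+ RNA and 0.407 FPKM in inflorescence total RNA. It had 0.328 FPKM in cytosolic total RNA and 0.131 FPKM in cytosolic poly(A)− RNA, and 0 in the other seedling libraries. MAF5 (AT5G65080) had 0.348 FPKM in seedling and 1.53 FPKM in inflorescence poly(A)+ RNA. FLC (AT5G10140) had 5.12 FPKM in seedling and 1.58 FPKM in inflorescence poly(A)+ RNA. WDR5a (AT3G49660) had 2.09 and 5.85 FPKM, and WDR5b (AT4G02730) had 3.76 and 4.11 FPKM in the same libraries. The sense genes of Fig. 3c had the following FPKM in seedling and in inflorescence poly(A)+ RNA: AT1G64690 had 2.82 and 8.00 FPKM, AT2G40160 had 0.502 and 0.309 FPKM, AT2G45500 had 6.60 and 3.86 FPKM, AT1G49750 had 48.4 and 98.7 FPKM, AT1G13609 had 0 and 8.42 FPKM, and AT2G39380 had 6.62 and 0.0210 FPKM.

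The paper's own lists were read as well. In Supplementary Data 2, 1998 lincRNA rows were readable. Their mean length was 386 nt and their median length 233 nt. Of the 1996 rows with complete exon lists, 82.1% had a single exon, and the mean number of exons was 1.41. The median of the maximum FPKM over 34 datasets was 1.72, and 794 rows reached 1 FPKM in the 9 libraries used here. With the cutoffs used for the processed files, 118 of these lincRNAs could be compared between poly(A)+ and poly(A)− RNA, of which 10 were higher in poly(A)+ RNA and 105 in poly(A)− RNA. Supplementary Data 3 lists all 10 of the former and 20 of the latter. Between the nuclear and cytosolic fractions, 201 could be compared, of which 177 were higher in the nuclear and 15 in the cytosolic fraction, and Supplementary Data 4 lists 15 and 5 of these. These are FPKM values of the paper, to which its P-value cutoff was not applied here.

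For MAS (NAT-lncRNA_2962), the paper's values in Supplementary Data 3 are 0.0355 FPKM in whole cell poly(A)+ RNA, 0 in poly(A)− RNA and 0.203 FPKM in total RNA. In the source data of Fig. 3a, the paper's correlation coefficient between MAS and MAF4 is 0.0738. The paper bases the similar patterns of MAS and MAF4 on another measure, RT-qPCR over a cold time course (Fig. 4b). It bases the regulation of MAF4 on knockdown and induction of MAS. The coefficient tests neither, and MAS was near 0 FPKM in the libraries above. Among the readable pairs of the Fig. 3a source data, the median coefficient was 0.117 for 1334 overlapping NAT-lncRNA pairs. It was 0.0635 for 912 divergent pairs, 0.0353 for 401 convergent pairs and 0.0497 for 1450 lincRNA pairs.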
